# Identification of key factors conquering developmental arrest of somatic cell cloned embryos by combining embryo biopsy and single-cell sequencing

**DOI:** 10.1038/celldisc.2016.10

**Published:** 2016-06-07

**Authors:** Wenqiang Liu, Xiaoyu Liu, Chenfei Wang, Yawei Gao, Rui Gao, Xiaochen Kou, Yanhong Zhao, Jingyi Li, You Wu, Wenchao Xiu, Su Wang, Jiqing Yin, Wei Liu, Tao Cai, Hong Wang, Yong Zhang, Shaorong Gao

**Keywords:** embryo biopsy, Kdm4b, Kdm5b, nuclear transfer, single-cell sequencing

## Abstract

Differentiated somatic cells can be reprogrammed into totipotent embryos through somatic cell nuclear transfer. However, most cloned embryos arrest at early stages and the underlying molecular mechanism remains largely unexplored. Here, we first developed a somatic cell nuclear transfer embryo biopsy system at two- or four-cell stage, which allows us to trace the developmental fate of the biopsied embryos precisely. Then, through single-cell transcriptome sequencing of somatic cell nuclear transfer embryos with different developmental fates, we identified that inactivation of Kdm4b, a histone H3 lysine 9 trimethylation demethylase, functions as a barrier for two-cell arrest of cloned embryos. Moreover, we discovered that inactivation of another histone demethylase Kdm5b accounts for the arrest of cloned embryos at the four-cell stage through single-cell analysis. Co-injection of Kdm4b and Kdm5b can restore transcriptional profiles of somatic cell nuclear transfer embryos and greatly improve the blastocyst development (over 95%) as well as the production of cloned mice. Our study therefore provides an effective approach to identify key factors responsible for the developmental arrest of somatic cell cloned embryos.

## Introduction

Terminally differentiated somatic cells can be reprogrammed into totipotent embryos through somatic cell nuclear transfer (SCNT). Since the birth of ‘Dolly,’ the first cloned mammal [1], more than 20 mammalian species have been successfully cloned through SCNT using various somatic cell types [2, 3]. Recently, the successful reprogramming of human somatic cells by SCNT and the derivation of nuclear transfer embryonic stem cells (ntESCs) has been demonstrated to be feasible [4]. Furthermore, the derivation of human ntESCs from aged adult and patient donor cells [5, 6] holds promise for future clinical applications of therapeutic cloning. Collectively, these studies indicate that the future development prospect of SCNT is captivating.

Despite many advances that have been made, SCNT efficiency remains very low in terms of blastocyst development and the birth of full-term animals [2, 7]. In cloned embryos, abnormalities in gene expression have been observed at the two-cell stage, which corresponds to the major wave of zygotic genome activation in normal embryogenesis of the mouse [3, 8]. Moreover, SCNT embryos are usually incapable of repressing some somatic genes inherited from donor cells [3, 9, 10]. Abnormal gene reactivation can be partly rescued by the demethylation of histone H3 lysine 9 trimethylation (H3K9me3) using *Kdm4d* [8] or treatment with histone deacetylase inhibitors. As inconsistent patterns of gene misregulation have been observed in different studies, scientists have proposed that the numbers and roles of the misregulated genes determine the fate of each cloned embryo [2]; hence, identification of these decisive factors may represent a promising approach for improving cloning efficiency. The transcriptional profiles of cloned embryos at different stages have been analyzed using single-cell RNA sequencing (scRNA-seq) [11, 12]. However, SCNT embryos were not analyzed based on their developmental potency.

As a considerable percentage of cloned embryos arrest at early developmental stages [7], dissecting the molecular differences between SCNT embryos that undergo developmental arrest and those that are capable of blastocyst development may provide new insights into molecular determinants for SCNT reprogramming. To this end, we designed an efficient biopsy culture system to harvest a single blastomere from cloned embryos at the two- or four-cell stage without interrupting the developmental potency of the rest blastomere(s). Combined with scRNA-seq profiling [13], we have generated, to our knowledge, the first global transcriptome for cloned embryos with distinct development potentials. In this study, we successfully identified *Kdm4b*, an H3K9me3 demethylase, as the key factor for two-cell arrest of cloned embryos. We subsequently found that *Kdm5b*, an H3K4me3 demethylase, serves as the key factor for four-cell arrest. Co-injection of *Kdm4b* and *Kdm5b* mRNAs during SCNT restores the transcriptional profiles at two- and four-cell stage. Strikingly, these two factors significantly improved blastocyst development to over 95% as well as the success of ntESC derivation from the SCNT embryos. Our study offers an effective way to identify crucial factors responsible for SCNT embryo development, and suggests that multiple layers of epigenetic regulation impact the transcriptome resetting, and thus could have important roles in both the reprogramming and redifferentiation processes in SCNT embryos.

## Results

### Establishment of an embryo biopsy system to trace the developmental fate of SCNT embryos

Compared with normally fertilized embryos, a large proportion of SCNT embryos arrested at early developmental stages. To precisely dissect the molecular differences among SCNT embryos with distinct developmental potentials, we established an embryo biopsy culture system followed by scRNA-seq. In this system, we first separated live totipotent two-cell- or four-cell-stage embryos into single blastomere (Figure 1a and b). One blastomere was then harvested for scRNA-seq analysis, and the remaining blastomere(s) were further cultured to monitor the later developmental fate (see Materials and Methods for details) (Figure 1a and b).

We first confirmed that the removal of one blastomere at the two- or four-cell stage did not influence the developmental capacity of the biopsied SCNT embryos (Figure 1c). From the two-cell-embryo biopsies, we obtained three types of cloned embryos: SCNT embryos arrested at the two-cell stage (NT two-cell arrest, first row of Figure 1a), SCNT embryos arrested at the four-cell stage (NT two-cell to four-cell arrest, third row of Figure 1a) and SCNT embryos that developed into blastocysts (NT two-cell to blast, second row of Figure 1a). From the four-cell-embryo biopsies, we obtained two types of embryos: SCNT embryos arrested at the four-cell stage (NT four-cell arrest, fourth row of Figure 1a) and SCNT embryos that developed into blastocysts (NT four-cell to blast, fifth row of Figure 1a).

To obtain the molecular road map of SCNT embryos with distinct development potentials, we generated five to nine scRNA-seq profiles [13] for each classified SCNT embryo types (three types from two-cell biopsy; two types from four-cell biopsy). The *in vivo*-fertilized embryos were also harvested as wild-type (WT) control samples, and the gene expression profiles of WT embryos, MII oocytes and cumulus cells (CC) were also analyzed. We first confirmed that our RNA-seq profiles of WT embryos were consistent with previously published data [14] (Supplementary Figure S1A). The scRNA-seq profiles for blastomeres from the same type of SCNT embryos were also highly reproducible except for the NT four-cell arrest embryos, suggesting the diverse abnormality of four-cell arrest samples (Supplementary Figure S1B). Principal component analysis (PCA) indicated that gene expression profile of blastomeres from SCNT embryos was distinct from WT embryos in general (Figure 1d). Apparent unfaithful zygotic genome activation and somatic cell memory retaining can be detected in those developmental arrest SCNT embryos (Supplementary Figure S1C). This suggested that the unfaithful embryogenesis of SCNT embryos might closely correlate with the transcriptome defects in two- and four-cell stage.

### *Kdm4b* is a key factor regulating the developmental capacity of two-cell SCNT embryos

To identify key candidate factors responsible for developmental arrest at the two- and four-cell stages, SCNT embryos that either arrested or proceeded to blastocyst development were compared. Considering the presence of large amount of maternal loaded transcripts at the two-cell stage, we focused on zygotic activated genes (genes upregulated in the two-cell-stage compared with MII oocytes, see Materials and Methods for details), which can separate NT two-cell arrest with NT two-cell to blastocyst by PCA (Supplementary Figure S2A). We clustered the 3 736 zygotic activated genes in NT two-cell arrest and NT two-cell to blastocyst into three groups, and focused on the group with higher expression level in NT two-cell to blastocyst samples (Figure 2a). The genes in this group, which failed to be activated in SCNT arrested embryos, may account for subsequent deficiencies in later development. We next focused on transcription factors and epigenetic regulators, as they are the major decision makers of the cell fate. We obtained 1 606 potential transcription factors and epigenetic regulators from previous publications [15, 16] and found that 79 of the blastocyst-high genes were included in the list, such as *Kdm4b, Hdac1, Prdm9* and *Msl3* (see Figure 2a and b, Supplementary Table S1), suggesting the crucial roles of epigenetic control in SCNT embryo development.

In recent studies, H3K9me3 was found to be a barrier for efficient reprogramming by SCNT. One study claimed that induction of *Kdm4b* in mouse ES cells increased *in vitro* development to cloned embryos by 30% [17], while another study overexpressed *Kdm4d*, another H3K9me3 demethylase, and improved SCNT efficiency [8]. In this study, we showed *Kdm4b*, but not *Kdm4d,* with significantly higher expression level in NT two-cell blastocyst samples than NT two-cell arrest samples (Figure 2b, Supplementary Figure S3A and B), indicating that *Kdm4b*, instead of *Kdm4d*, may function as a natural assistance for SCNT embryos to overcome the H3K9me3 barrier. We further performed gain- and loss-of-function experiments for *Kdm4b* in SCNT embryos. We first blocked the function of *Kdm4b* by injecting short interfering RNAs (siRNAs) targeting *Kdm4b* into enucleated MII oocytes (Supplementary Figure S4A), and found that blastocyst development of SCNT embryos was greatly reduced when *Kdm4b* was repressed (Figure 2c and e). In contrast, the efficiency of SCNT was greatly improved by injecting *Kdm4b* mRNA into enucleated MII oocytes prior to SCNT, and the efficiency is even higher than those injected with *Kdm4d* mRNA (Figure 2d and e, Supplementary Figure S4B). Overall, these results indicated that *Kdm4b* could function as a natural key regulator during SCNT embryo development.

To confirm the underlying molecular mechanism of *Kdm4b* regulation, by immunostaining, we found that the overexpression of *Kdm4b* indeed promoted the removal of H3K9me3 in one- and two-cell-stage SCNT embryos (Supplementary Figure S5A). We then applied ultra-low-input native ChIP-seq [18] to determine the genome distribution of H3K9me3 in CC and two-cell-stage embryos (WT, SCNT, SCNT injected with *Kdm4b*) with 500 to 1000 cells. We found that 7 248 genes (Cluster I and Cluster II in Supplementary Figure S5B and C) showed resisted CC-liked H3K9me3 signal at promoters in two-cell stage SCNT embryos, and the resisted H3K9m3 signal reduced in *Kdm4b*-injected SCNT two-cell compared with that in CC and SCNT two-cell embryos (examples shown in Figure 2f). We then performed scRNA-seq in two-cell-stage blastomeres from *Kdm4b*-injected SCNT embryos (NT *Kdm4b* two-cell) to check the corresponding gene expression level change. As expected, genes in Cluster I and Cluster II were largely reactivated in NT *Kdm4b* two-cell samples (Figure 2f and Supplementary Figure S5D). This finding supported our hypothesis that H3K9me3 in SCNT embryos genome functions as a major barrier for cloned embryos and it cannot be removed appropriately in arrested two-cell stage SCNT embryos. Furthermore, we demonstrate that *Kdm4b* functions as a natural H3K9me3 barrier eraser during SCNT embryo development to facilitate the zygotic genome activation.

### *Kdm5b* is a critical factor in the four-cell arrest of SCNT embryos

In addition to two-cell arrest, four-cell arrest is also frequently observed in SCNT embryos. We next sought to investigate the transcriptome defects that may account for the developmental arrest at four-cell stage. PCA using all genes showed clear separation between NT four-cell arrest samples and NT four-cell to blast samples, indicating the remarkable discrepancy of arrest SCNT embryos (Supplementary Figure S2B). We identified 219 differential expressed genes between those two groups of SCNT embryos, of which 159 genes were highly expressed in four-cell-arrest samples, and 60 genes were not properly reactivated (Figure 3a).

As previous studies indicated, expression of pluripotency-related epigenetic modifiers can enhance blastocyst formation [19], while somatic genes, especially repressors of pluripotency, can impede developmental potency. To identify the key candidate factors in the four-cell stage for blastocyst development of SCNT embryos, we compared the above differential expressed genes list to the pluripotency-related genes (maintaining pluripotency and repressors of pluripotency, Figure 3b) identified through RNA-seq of ESC-derivation tracing [20]. Subsequently, 16 genes in the cluster of genes highly expressed in the four-cell-arrest samples were identified as repressors of pluripotency, whereas 5 genes in the cluster of genes not activated in the four-cell-arrest embryos were identified as critical factors for maintaining pluripotency (Figure 3b). Among these genes, we found that another epigenetic modifier, *Kdm5b* (Supplementary Figure S3C), failed to be activated in the four-cell-arrested SCNT embryos (Figure 3b and Supplementary Figure S4B).

To determine the role of *Kdm5b* in the development of SCNT embryos, we injected *Kdm5b* siRNA into enucleated MII oocytes and found that the developmental efficiency of SCNT embryos was reduced, while the rate of high-quality blastocyst development was largely reduced (Figure 3c, e and g, Supplementary Figure S4A). Moreover, when *Kdm5b* was overexpressed in SCNT embryos, although the rate of two-cell arrest remained high, the rate of four-cell arrest was significantly reduced. The efficiency of blastocyst formation was increased, and more importantly, the quality of the blastocysts was greatly improved by *Kdm5b* overexpression (Figure 3d, f and g, Supplementary Figure S4B). Consistent with the improvement of SCNT efficiency, scRNA-seq of *Kdm5b*-rescued four-cell-stage samples showed restored expression level compared with NT four-cell arrested samples (Figure 3a and b). These data suggest that *Kdm5b* is a novel important epigenetic factor whose proper activation can rescue four-cell arrest and improve blastocyst quality in SCNT embryos.

### The combination of *Kdm4b* and *Kdm5b* improves SCNT blastocyst development to over 95%

On the basis of the above results, our approach identified previously reported key factor *Kdm4b* and novel factor *Kdm5b* responsible for two-cell and four-cell stage arrests during SCNT embryo development separately. We next investigated whether the combination of these two factors could further improve SCNT embryonic development. First, we found that the concentration of *Kdm4b* mRNA injected greatly affected the developmental potential of SCNT embryos. The higher concentration of *Kdm4b* (200–800 ng μl^−1^) injected showed detrimental effect on the implantation and birth rate of SCNT mice, while lower concentration (<50 ng μl^−1^) showed less effect on the improvement of *in vitro* developmental potential of SCNT embryos (Supplementary Figure S6A-C). Therefore, the injection concentration of *Kdm4b* in our experiment was optimized to 100 ng μl^−1^.

We then injected a mixture of *Kdm4b* and *Kdm5b* mRNAs into recipient MII oocytes before SCNT to examine their combination effects on the gene expression profile and developmental potential of cloned embryos. Surprisingly, almost all SCNT embryos developed to the blastocyst stage (>95%); similar results were observed when sertoli cells were used as donor cells (Figure 4a and b). Kdm4b and Kdm5b co-injection also restored the gene expression profile at two-cell and four-cell stages. PCA on scRNA-seq samples of *Kdm4b* and *Kdm5b* co-injected embryos revealed that their expression profile was shifted toward a WT-like state compared with the NT arrest or to blastocyst samples, or the samples injected with *Kdm4b* or *Kdm5b* individually (Figure 4c). The number of differentially expressed genes was reduced by *Kdm4b+5b* mRNA injection in NT embryos (Figure 4d). These results suggest that these two histone demethylases exert a synergistic effect on SCNT reprogramming and that their function might be conserved in SCNT performed with different donor cells.

Therapeutic cloning requires the derivation of patient-specific ESCs from SCNT blastocysts. Therefore, we next examined the efficiency of ntESC derivation using the SCNT blastocysts produced with *Kdm4b* and *Kdm5b* overexpression. Treatment with Scriptaid (SCR), which was an histone deacetylase inhibitor and has been widely used to improve cloning efficiency and ntESC derivation in multiple species [21], was used as positive control. We first performed SCNT with the following four types of treatments: injection of GFP as a control, injection of *Kdm4b* mRNA, co-injection of *Kdm4b* and *Kdm5b*, and treatment with SCR. The ntESCs were subsequently derived following standard protocols and further passaged (Supplementary Figure S6D). Compared with blastocysts cultured on feeder cells, the efficiency of ntESC derivation increased from 31 to 48.5% with SCR treatment. Strikingly, ntESC derivation was further improved by *Kdm4b* injection (60%) and *Kdm4b*+*Kdm5b* co-injection (71%) (Figure 4e). Most importantly, the efficiency was greatly improved by *Kdm4b*+*Kdm5b* co-injection when calculations were based on the total number of MII oocytes used for SCNT (5.8 vs 60%) (Figure 4e).

As the major deficiency in SCNT is attributable to impaired trophectoderm (TE) [22], tetraploid (4N) embryo complementation can be used to improve the birth rate of SCNT mice. We aggregated 4N embryos with control, *Kdm4b*-injected or *Kdm4b*-*Kdm5b*-co-injected SCNT embryos and transferred the chimeric embryos to pseudo-pregnant mothers at the blastocyst stage. Consistent with previous studies, 4N-complemented control embryos demonstrated higher implantation rates than directly transferred control SCNT embryos, which suggests that the TE in control samples does exhibit serious deficiencies with respect to implantation (Figure 4f). However, when we used the *Kdm4b*-injected or *Kdm4b*-*Kdm5b*-co-injected SCNT embryos, the implantation rates were much higher than the directly transferred control SCNT embryos, but comparable with the 4N-complemented embryos (including control, *Kdm4b*-injected or *Kdm4b-Kdm5b*-co-injected) (Figure 4f). These results suggested that the implantation ability of *Kdm4b*-injected and *Kdm4b*-*Kdm5b*-co-injected SCNT TE was greatly improved relative to control SCNT TE.

We further evaluated the generation of full-term animals using the SCNT embryos produced with different treatments. We found that the combination of *Kdm4b* with *Kdm5b* could lead to over 11% of cloned embryos developing into live animals (Figure 4g and Supplementary Figure S6E). Similarly, high developmental efficiency of 4N-complemented embryos also revealed the positive effects of *Kdm4b* and *Kdm5b* on the SCNT embryos (Figure 4g and Supplementary Figure S6F). Taken all together, the combination of optimized *Kdm4b* with *Kdm5b* could greatly improve the full-term development of SCNT embryos.

### Single-cell RRBS-seq reveals DNA methylation abnormality rescue upon *Kdm4b* and *Kdm5b* injection

High levels of DNA methylation in cloned embryos have been observed across species [3, 23, 24], and aberrant DNA methylation patterns could be detected even after implantation [7]. Facilitated by our embryo biopsy system along with recently developed single-cell Reduced Representation Bisulfite Sequencing (RRBS)-Seq [25], we could generate methylome profiles of two- and four-cell-stage embryos with distinct fate to better elucidate the underlying mechanism (Supplementary Figure S7A and B). 

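Single-cell RRBS enriches CpG-rich fragments by MspI digestion and reads the methylation of each CpG from bisulfite conversion, which turns unmethylated cytosine into thymine. The samples analysed here were 27 single blastomeres biopsied from SCNT embryos and 9 pooled samples. The single blastomeres were 8 NT two-cell arrest, 8 NT two-cell to blast, 4 NT four-cell arrest and 7 NT four-cell to blast samples, in which the fate is that of the remaining blastomere or blastomeres in culture. The pooled samples were 3 WT two-cell, 3 WT four-cell and 3 CC samples. Every SCNT sample was thus a single blastomere and every WT sample a pool. A difference between SCNT and WT samples could therefore also come from the type of library. For each sample the authors deposited the number of reads at each CpG of mm9 and the fraction of them that were methylated, with both strands of a CpG merged, after trimming with TrimGalore, alignment with bsmap and calling with mcall. No minimum number of reads had been applied to these values. The single blastomeres had between 185470 and 735790 covered CpGs and between 3654330 and 23675053 reads at CpGs, and the pooled samples had between 743084 and 1450667 covered CpGs and between 13334621 and 48433059 reads. The median number of reads at CpGs was 10432740 in NT two-cell arrest, 6499879 in NT two-cell to blast, 12685955 in NT four-cell arrest and 12551556 in NT four-cell to blast samples. It was 44000822 in WT two-cell, 24164680 in WT four-cell and 32749820 in CC samples. The methods of the paper use CpGs with 3 or more reads, and the same minimum was used here. It left between 110378 and 471026 CpGs per single blastomere and between 526344 and 1165286 per pooled sample. A blastomere carries few copies of each CpG and the reads have no molecular identifiers, so the number of reads at a CpG is not a number of independent molecules, and samples rather than reads were taken as replicates. Because each blastomere covers a different set of CpGs, the level of every sample was also computed as its mean difference from CC at the same CpGs, added to the CC mean of 0.357 over the 413054 CpGs with 10 or more reads in each CC sample. This is called the CpG-matched level. Tests between groups were two-sided exact permutation tests on 1 value per sample.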

Donor CCs and WT embryo samples were also analyzed as controls. We confirmed that at two- and four-cell stage, the SCNT samples possessed generally higher methylation level than the corresponding WT embryos especially in arrested samples (Figure 5a). 

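The global methylation level at the two-cell stage was 0.399 ± 0.0598 (SD, n = 8) in NT two-cell arrest samples, 0.371 ± 0.0806 (SD, n = 8) in NT two-cell to blast samples and 0.235 ± 0.0128 (SD, n = 3) in WT two-cell embryos. The arrested samples were above WT by 0.164 (two-sided exact permutation test, p = 0.00606, the smallest p that 8 samples against 3 allow), and all 8 exceeded every WT sample. The samples that formed blastocysts were above WT by 0.135 (two-sided exact permutation test, p = 0.0303), and 7 of 8 exceeded every WT sample. The difference of 0.0283 between the arrested samples and those that formed blastocysts was smaller than the spread between samples (two-sided exact permutation test, p = 0.439). At the four-cell stage the level was 0.497 ± 0.0655 (SD, n = 4) in NT four-cell arrest samples, 0.402 ± 0.0471 (SD, n = 7) in NT four-cell to blast samples and 0.235 ± 0.00605 (SD, n = 3) in WT four-cell embryos. Every SCNT sample of this stage exceeded every WT sample. The difference from WT was 0.262 for arrested samples (two-sided exact permutation test, p = 0.0286, the smallest p that 4 samples against 3 allow) and 0.167 for samples that formed blastocysts (two-sided exact permutation test, p = 0.00833, the smallest p that 7 samples against 3 allow). Arrested four-cell samples were above those that formed blastocysts by 0.0956 (two-sided exact permutation test, p = 0.0121), and 3 of 4 exceeded every sample of the other fate. CC samples had a level of 0.369 ± 0.0221 (SD, n = 3), which differed from NT two-cell arrest samples by less than the spread between samples (two-sided exact permutation test, p = 0.436). CC minus NT four-cell arrest was -0.128, and all 3 CC samples lay below every NT four-cell arrest sample, a separation that gave p = 0.0571 with 3 samples against 4 (two-sided exact permutation test).
After Benjamini-Hochberg adjustment over the 11 comparisons made, the exact permutation p was 0.0444 for NT two-cell arrest against WT, for NT four-cell to blast against WT and for the 2 fates of the four-cell stage. It was 0.0556 for NT two-cell to blast against WT and for NT four-cell arrest against WT. With each read given the same weight, the fates of the four-cell stage differed by 0.0482 (two-sided exact permutation test, p = 0.176). With the CpG-matched level, the difference between the fates was 0.0426 at the four-cell stage (two-sided exact permutation test, p = 0.0515) and -4.17e-04 at the two-cell stage (two-sided exact permutation test, p = 0.956), and the differences from WT were between 0.0798 and 0.144. The NT four-cell to blast mean holds replicate 7, the lowest of its group with a CpG-matched level of 0.256. CC was then above NT two-cell arrest samples by 0.0354 (two-sided exact permutation test, p = 0.00606, the smallest p that 8 samples against 3 allow), and CC minus NT four-cell arrest was -0.00141 (two-sided exact permutation test, p = 0.943). It was -0.00943 with each read given the same weight (two-sided exact permutation test, p = 0.857), so the separation of CC from NT four-cell arrest samples depended on these choices. The difference between the fates was larger at the four-cell stage by 0.0673 (permutation of the fates within each stage, two-sided p = 0.242), and by 0.0430 with the CpG-matched level (two-sided permutation p = 0.0576), neither past the threshold. When samples with the same replicate number in the labels were paired as blocks, NT four-cell arrest was above NT four-cell to blast by 0.0643 over 4 pairs (two-sided exact sign-flip permutation test, p = 0.125, the smallest p that 4 pairs allow). This pairing is taken from the labels, and same-numbered samples of these groups did not deviate together (mean correlation of tile deviations 0.00111, against -1.75e-04 for samples with different numbers). From the levels in Figure 5a, the paper states that SCNT samples have a generally higher methylation level than WT embryos of the same stage, especially the arrested samples.

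**Figure D1:**
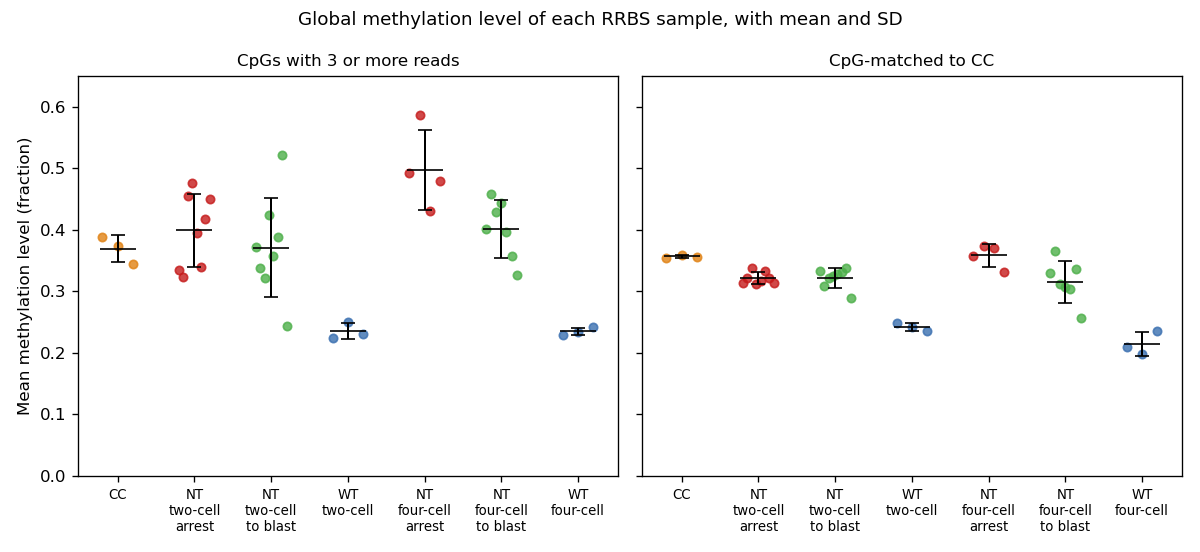
Global methylation level, as a fraction, of each of the 36 RRBS samples by group. Points are samples, horizontal bars are group means and error bars are SD; the left panel uses all CpGs with 3 or more reads and the right panel the CpG-matched level. NT four-cell arrest samples reach 0.587 in the left panel and lie between 0.331 and 0.373 in the right panel, above WT four-cell embryos in both.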

The averaged methylation levels on gene body regions of four-cell-stage SCNT embryos were significantly increased, particularly in the SCNT four-cell-arrested samples, which almost resembled the trend of donor CC cells (Figure 5b). 

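The methylation profile was computed along 22380 protein-coding genes of the GENCODE vM1 annotation of mm9, each divided into 100 bins, and the gene-body level of a sample was the mean over these bins. It was 0.487 ± 0.0375 (SD, n = 4) in NT four-cell arrest samples, 0.407 ± 0.0330 (SD, n = 7) in NT four-cell to blast samples, 0.281 ± 0.0149 (SD, n = 3) in WT four-cell embryos and 0.469 ± 0.0133 (SD, n = 3) in CC samples. Arrested samples exceeded WT by 0.206 (two-sided exact permutation test, p = 0.0286, the smallest p that 4 samples against 3 allow) and samples that formed blastocysts exceeded WT by 0.127 (two-sided exact permutation test, p = 0.00833). The difference between the fates was 0.0796 (two-sided exact permutation test, p = 0.00909). After Benjamini-Hochberg adjustment over 7 comparisons, these exact permutation p values became 0.0500, 0.0318 and 0.0318. CC minus NT four-cell arrest was -0.0177 (two-sided exact permutation test, p = 0.657), but this mean over the bins holds differences in both directions. In the first 20 bins the level was 0.271 ± 0.0362 (SD, n = 4) in NT four-cell arrest and 0.215 ± 0.0145 (SD, n = 3) in CC samples, and over all CpGs within genes it was 0.343 ± 0.0397 (SD, n = 4) and 0.270 ± 0.0185 (SD, n = 3), with every NT four-cell arrest sample above every CC sample in both. In the last 20 bins of the gene body, the level was 0.569 ± 0.0312 (SD, n = 4) in NT four-cell arrest samples and 0.611 ± 0.00739 (SD, n = 3) in CC samples. With gene-body levels matched to CC at the same CpGs, an alternative chosen after seeing the data, the difference between the fates was 0.0331 (two-sided exact permutation test, p = 0.0515). The matched level was 0.227 ± 0.0226 (SD, n = 4) in NT four-cell arrest and 0.238 ± 0.00234 (SD, n = 3) in CC samples. The higher level of arrested samples than CC over all CpGs within genes was therefore not kept after matching.
At the two-cell stage the gene-body level was 0.381 ± 0.0423 (SD, n = 8) in NT two-cell arrest samples, 0.369 ± 0.0645 (SD, n = 8) in NT two-cell to blast samples and 0.307 ± 0.00915 (SD, n = 3) in WT embryos. The difference from WT was 0.0735 for arrested samples (two-sided exact permutation test, p = 0.0242) and 0.0619 for samples that formed blastocysts (two-sided exact permutation test, p = 0.127). After adjustment over the same 7 comparisons, these exact permutation p values became 0.0500 and 0.178.

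**Figure D2:**
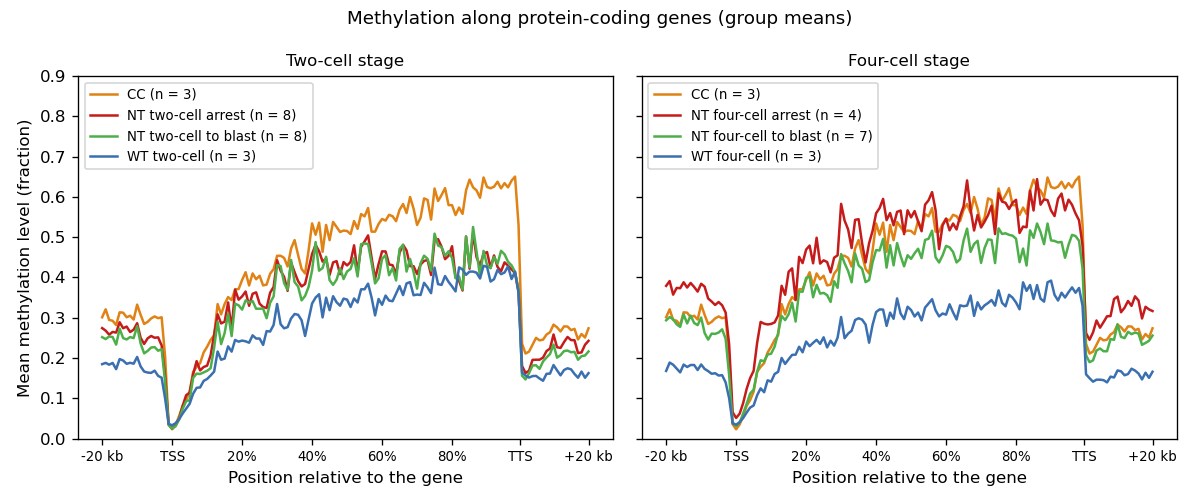
Mean methylation level, as a fraction, against position along protein-coding genes from 20 kb upstream of the transcription start site (TSS) to 20 kb downstream of the transcription terminal site (TTS). Lines are group means without error bars, with the two-cell stage on the left, the four-cell stage on the right and CC in both; in the last 20 gene-body bins the NT four-cell arrest line averages 0.569 and the NT four-cell to blast line 0.486, with the WT four-cell line below both.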

The negative correlation between DNA methylation and gene expression suggests that aberrant expression profile in arrested SCNT embryos might be partly caused by high DNA methylation on promoters (Supplementary Figure S7C). The precise mechanism deserves to be further investigated in the future.

We next sought to investigate whether *Kdm4b* and *Kdm5b* co-injection could reverse the abnormal methylation in SCNT embryos. The averaged methylation level of SCNT embryos was partially rescued by *Kdm4b* and *Kdm5b* co-injection (Figure 5a), but still higher than WT embryos at the same stage. Comprehensive analysis was performed to explore the potential correlation between H3K9me3, DNA methylation and transcription. Consistent with the studies in other system, inverse correlation was found between H3K9me3 on promoter and gene expression in CC and two-cell-stage embryos, and positive correlation was found between H3K9me3 and DNA methylation on promoter (Supplementary Figure S8A and B). Moreover, the genes with rescued H3K9me3 by Kdm4b injection showed reduced DNA methylation compared with non-injected SCNT two-cell-stage embryos (including NT two-cell arrest and NT two-cell to blast, Figure 5c).

## Discussion

SCNT-mediated reprogramming can produce blastocysts as well as full-term individuals, with clear promise for therapeutic applications and animal cloning. Although SCNT technology has advanced in the last decade, developmental efficiency remains extremely low, and the molecular mechanism underlying SCNT embryo arrest remains largely undefined [3, 21]. Single-cell sequencing enables the analysis of genome-wide information from rare samples; therefore, this technique could be particularly helpful for identifying molecular mechanisms involved in the success of SCNT.

In the present study, we established an efficient SCNT embryo biopsy culture system to obtain two- and four-cell-stage single blastomeres from SCNT embryos with ascertainable developmental fates. Taking advantage of single-cell transcriptome sequencing, we were able to generate the transcriptome transition road map of SCNT embryos and precisely dissect the molecular differences that may be responsible for the developmental arrest of cloned embryos. A comprehensive analysis at the two-cell stage embryos identified a key factor, *Kdm4b*, which failed to express in two-cell-arrested embryos. Although a similar effect of *Kdm4d* was recently reported [8], previous studies were mostly based on the observations of failing to remove H3K9me3 in reprograming-resistant regions, which is a rather indirect and inefficient way in uncovering key regulators.

We further identified *Kdm5b*, a demethylase for H3K4me3, as an inducer of the four-cell-to-blastocyst switch. Injection of *Kdm5b* did not affect two-cell arrest but did rescue four-cell arrest and facilitated the formation of high-quality blastocysts. Our finding, for the first time, proved that not only the repressive epigenetic marks, but also active epigenetic markers had to be removed through SCNT. Co-injection of *Kdm4b* and *Kdm5b* remarkably improved the developmental rate as well as the efficiency of ntESC derivation than individual rescue, suggesting that different epigenetic modifications may interact with each other to maintain the proper development of embryo development.

In addition to the RNA transcriptome road map, we also successfully combine the embryo biopsy system with single-cell RRBS to generate DNA methylomes for SCNT embryos with distinct developmental fates. 

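The difference from WT embryos was also tested along the genome, in 100 kb tiles with at least 5 CpGs of 3 or more reads in a sample and with a value in at least 3 samples of each group, by limma with Benjamini-Hochberg adjustment and a threshold of 0.05. Between NT two-cell arrest and WT two-cell samples, 3732 of 14259 tiles passed, of which 3431 were higher in the SCNT samples. For NT two-cell to blast samples, 3584 of 13980 tiles passed and 3203 of them were higher. At the four-cell stage, 2941 of 8872 tiles passed for arrested samples, of which 2907 were higher, and 2642 of 14667 passed for samples that formed blastocysts, of which 2584 were higher. The median difference from WT over all tested tiles was 0.110 in NT two-cell arrest, 0.0923 in NT two-cell to blast, 0.185 in NT four-cell arrest and 0.130 in NT four-cell to blast samples. Between the fates, 0 of 14195 tiles passed at the two-cell stage and 0 of 8965 at the four-cell stage, with 626 and 679 tiles at an unadjusted p under 0.05. At the four-cell stage, 74.3% of the tested tiles were higher in arrested samples, with a median difference of 0.0537. In simulated data made from these samples, the test recovered 52.0% of tiles shifted by 0.3 between the fates of the two-cell stage and 29.7% between those of the four-cell stage. Smaller shifts were not simulated. With the replicate number of the labels as a block, 1165 of 7023 tiles passed for NT two-cell arrest and 1813 of 5322 for NT four-cell arrest against WT. The pairing is taken from the labels, and same-numbered samples did not deviate together in either comparison (mean correlation -0.00726 and 0.0136).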

We found abnormal high levels of DNA methylation in two- and four-cell-stage SCNT embryos. In opposition to the demethylation process during the normal embryo development [6, 26, 27], the SCNT four-cell samples are relatively hyper-methylated compared with two-cell embryos. 

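Between the stages, the global methylation level was higher by 0.0983 in NT four-cell arrest (n = 4) than in NT two-cell arrest samples (n = 8, two-sided exact permutation test, p = 0.0263). Of the 4 four-cell samples, 3 exceeded every two-cell sample. NT two-cell arrest embryos do not reach the four-cell stage, so this compares different fates and is not a change within the same fate. NT two-cell to four-cell arrest embryos were not analysed here. From NT two-cell to blast (n = 8) to NT four-cell to blast samples (n = 7) the rise was 0.0310 and smaller than the spread between samples (two-sided exact permutation test, p = 0.396). After Benjamini-Hochberg adjustment over the 11 comparisons of global levels, these exact permutation p values were 0.0556 and 0.483. WT embryos had a level of 0.235 at both stages, and the change between them was -2.99e-04 (two-sided exact permutation test, p = 1, where 3 samples against 3 cannot go below 0.1). The CpG-matched difference between the stages was 0.0368 for the arrested samples (two-sided exact permutation test, p = 0.00606) and -0.00623 for the samples that formed blastocysts (two-sided exact permutation test, p = 0.663). For WT embryos it was -0.0273, and the change was 0.0570 with each read given the same weight (two-sided exact permutation test, p = 0.2 for both), so the direction of the WT change depended on these choices. The difference between the arrested groups was no longer past the threshold without NT four-cell arrest replicate 1 or without replicate 2 (two-sided exact permutation test, p = 0.0545 and 0.103).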

The expression of *Dnmt* and *Tet* family enzymes suggests that the different expression level of *Dnmt1* and *Tet1* may have roles in the aberrant DNA methylation in arrested SCNT embryos (Figure 5d, Supplementary Figure S8C and D). *Kdm4b* and *Kdm5b* co-injection could successfully reduce the abnormal methylation level in SCNT embryos, suggesting the interplay between histone modification and DNA methylation. It should be noted that, the DNA methylation road map also allows us to discover the key regulators from a different view. Future work is needed to validate and emphasize the roles of candidate genes in SNCT embryo development.

The low efficiency of SCNT has been widely observed and might be conserved in all mammals. It will be critical to test whether our approach could also improve the efficiency of SCNT in other species, especially in human. Overall, our study provides important clues for the further exploration of additional key factors that regulate SCNT-mediated reprogramming and may ultimately be used in therapeutic cloning.

## Materials and Methods

### Mice and donor cells

B6D2F1 (C57BL/6×DBA2) mice were used as oocyte donors. ICR adult females were used for the embryo transfer recipients. All mice were housed in the animal facility of Tongji University. B6D2F1 female mice (8–10 weeks old) were super-ovulated by the sequential injection with 7 IU each of pregnant mare serum gonadotropin and human chorionic gonadotropin (San-Sheng pharmaceutical Co. Ltd., Ningbo, China). Cumulus-oocyte complexes were collected at 14 h after human chorionic gonadotropin injection and treated with bovine testicular hyaluronidase (Sigma, St Louis, MO, USA) to obtain CC. Sertoli cells were collected from testes of 4–5-day-old BDF1 male mice as previously described [28]. Briefly, testicular masses were incubated in 0.1 mg ml^−1^ collagenase (Sigma) and gently suck with a straw for 10 min at 37 °C followed by 5 min treatment with 0.05% Trypsin (Sigma). After adding 10 % fetal bovine serum-phosphate-buffered saline (PBS) to terminate digestion, the dissociated sertoli cells were suspended in HCZB medium for use.

### Nuclear transfer

MII oocytes were retrieved at 14 h after human chorionic gonadotropin injection. The oocytes were enucleated in a chamber containing oil-covered HCZB supplemented with 5 μg ml^−1^ cytochalasin B (Sigma) by a blunt Piezo-driven pipette (PrimeTech, Osaka, Japan) on a heating stage (37 °C) of an Olympus inverted microscope (Tokyo, Japan). The donor cells were transferred into enucleated oocytes by direct injection, and activated by 5 h incubation in 1 mM SrCl_2_ in Ca^2+^-free CZB and 5 μg ml^−1^ cytochalasin B as described [29]. Reconstructed embryos were thoroughly washed and cultured in G1 and G2 medium (Vitrolife, Göteborg, Sweden) with amino acids at 37 °C under 5% CO_2_ in air. In the SCR-treated SCNT experiment, SCR was added to the culture medium since the beginning of the activation for a total of 10 h with the working concentration of 5 nM.

### *In vitro* transcription of mRNA and mRNA injection

WT cDNAs for Kdm4a, Kdm4b, Kdm4d, Kdm5b and GFP were cloned into T7-driven vectors and synthesized with the mMESSAGE mMACHINE T7 Ultra Kit (Life Technologies, Grand Island, NY, USA) according to the manufacturer’s instructions. The storage concentration of each mRNA was optimized to 800 ng μl^−1^. The integrity of manufactured mRNA was confirmed by electrophoresis with formaldehyde gels. Enucleated oocytes or 5 h-post-activation SCNT embryos were injected with approximately 10 pl of mRNA using a Piezo-driven micromanipulator. GFP mRNA was used as a control. In some experiments, the mRNA was diluted before injection.

### Knockdown of Kdm4b and Kdm5b in cloned embryos

SiRNAs against mouse *Kdm4b* and *Kdm5b* were diluted in nuclease-free water to a final concentration of 5 μM. Enucleated oocytes were injected with approximately 10 pl of 5 μM siRNAs for *Kdm4b* or *Kdm5b* using a Piezo-driven micromanipulator. After incubation for 30 min in CZB, the donor cells were transferred into the enucleated oocytes by direct injection.

### Derivation of ntES cells

For ntESCs derivation, the zona pellucida of the cloned blastocysts was removed by 0.5% pronase E (Sigma). Embryo was seeded onto feeder cells in a 96-well plate. The ES cells derivation medium contains Knockout Dulbecco's modified Eagle's medium supplemented with 20% Knockout Serum Replacement (Gibco, Waltham, MA, USA), 1 mM L-glutamine (Merk, Millipore, Billerica, MA, USA), 0.1 mM mercaptoethanol (Merk, Millipore), 1% nonessential amino acid stock (Merk, Millipore), nucleosides (100×, Merk, Millipore), 1500 U ml^−1^ LIF (Merk, Millipore), 3 M CHIR99021 (Merk, Millipore) and 1 M PD0325901 (Merk, Millipore). Colonies formed with culturing for 7–10 days, and were picked and transferred for cell passage. The expansion of ES cells was performed by routine culture.

### Embryo transfer

The two-cell stage control or injected SCNT embryos were transferred into the oviduct of pseudo-pregnant female mice. Cesarean section was carried out at day 19.5 and the surviving pups were fostered by lactating ICR females.

### Aggregation of cloned embryo with 4N embryos

The 4N embryos were first produced by the electrofusion of two-cell-stage embryos that were collected from ICR mice. One zona-free four-cell-stage SCNT embryo was aggregated with two zona-free four-cell-stage 4N embryos in depression wells. The aggregated embryos were cultured for 28–32 h to reach the blastocyst stage. The aggregated embryos were then transferred into the oviduct of pseudo-pregnant female mice. Cesarean section was carried out at day 19.5, and the pups were fostered by lactating ICR mothers.

### Immunofluorescent staining

Reconstructed embryos were fixed with 4% paraformaldehyde (Sigma) for 15 min and then permeabilized with 0.2% Triton X-100 for 15 min at room temperature. The samples were blocked with 1% bovine serum albumin (BSA) (Sigma) at 37 °C for 1 h and then incubated with the primary antibodies against Nanog (1:500, Santa Cruz, Dallas, TX, USA), Cdx2 (1:500, Abcam) or H3K9me3 (1:500, Abcam, Cambridge, UK) overnight at 4 °C. After washing three times with PBS, the samples were incubated with the appropriate secondary antibodies at 37 °C for 1 h. The nuclei were stained with 4',6-diamidino-2-phenylindole (Millipore). All stained samples were observed using a LSM 510 META microscope (Zeiss, North York, ON, Canada).

### Reverse transcription and quantitative RT-PCR analysis

To analyze the knockdown efficiency of siRNA, total RNA of 20 four-cell stage embryos were purified using RNeasy mini kit (QIAGEN, Dusseldorf, Germany, 74104) according to the manufacturer’s instruction. The cDNA was synthesized by a reverse transcription system (Promega, Madison, WI, USA). Quantitative RT-PCR was performed using a SYBR Premix Ex Taq (Takara, Kusatsu, Japan) and signals were detected with ABI7500 Real-Time PCR System (Applied BioSystems, Marsiling, Singapore). Gapdh was used as an endogenous control. Primers are shown in Supplementary Table S2.

### Blastocyst grading

The SCNT blastocysts were graded at E4.5 and the grading of three classes was mainly based on the size and blastocoelic hatching ability. A: hatched blastocyst, B: fully expanded blastocysts, C: not fully expanded blastocysts.

### Biopsy culture system and sample harvest for single-cell sequencing

In the biopsy culture system, the zona pellucida of WT, SCNT or mRNA-injected SCNT embryos was removed with 0.5% pronase E (Sigma). For two- or four-cell stage embryos, one blastomere was removed by gentle pipetting using a fire-polished glass needle with an inner diameter of 120 μm after incubation in Ca^2+^-free CZB. The separated blastomeres were transferred to harvest for single-cell analysis, and the rest were cultured in an aggregation plate with 5% CO_2_ at 37 °C until the blastocyst stage. The tight junctions of TE cells and ICM cells were separated by gentle pipetting in a pipette with a diameter of 40–60 μm after removal of the zona pellucida and incubation in Ca^2+^-free CZB. All samples were washed three times in 0.5% BSA-PBS (Sigma) solution before they were placed into PCR tubes.

### Single-cell RNA-Seq library generation

The single-cell RNA-seq method followed previously published studies [13, 30]. In brief, the harvested single blastomeres, ICM or TE, were washed several times in 0.5% BSA-PBS (Sigma) solution and subsequently picked and transferred into lysate buffer by a mouth pipette. Diluted ERCC mix (Life Technologies 4456740) was added in lysis buffer as spick-in for each sample. Reverse transcription was performed directly on the cytoplasmic lysate. Terminal deoxynucleotidyl transferase was then used to add a poly(A) tail to the 3′ end of the first-strand cDNAs. The total cDNA library of the single cell was then amplified by 18–20 cycles for the library construction.

The amplified cDNA was fragmented using Covaris sonicator (Covaris S220, Woburn, MA, USA). To generate the sequence libraries, the TruSeq Library Prep Pooling kit (Illumina 15042173, San Diego, CA, USA) or NEBNext Ultra DNA Library Prep Kit (New England Biolabs E7370, Ipswich, MA, USA) was used following the manufacturer’s instructions. All adapters with index-barcode in this project also including the RRBS and ULI-NChIP-seq were diluted (or not) from the adapters offered by TruSeq Library Prep Pooling kit. Paired-end 100-bp or 125-bp sequencing was further performed on a HiSeq 2500 or 2000 (Illumina) at the National Institute of Biological Sciences, Peking University and Berry Genomics Corporation.

### Single-cell RRBS library generation

Samples for single-cell RNA-seq were also used in single-cell RRBS analysis. The preparation of the RRBS library followed a previously published study [25]. In brief, the DNA from the nuclei of the indicated samples were extracted, with digestion of nuclear proteins. The DNA was further treated with *Msp*I digestion (Fermentas, Waltham, MA, USA), end repair, dA tailing, adaptor ligation, and bisulfite conversion in a one-tube reaction. The MethylCode Bisulfite Conversion Kit (Invitrogen, Carlsbad, CA, USA, MECOV-50) was used for bisulfite conversion and purification. Unmethylated lambda DNA (Fermentas) was added to the gDNA sample before *Msp*I digestion to monitor the bisulfite conversion rate. The converted libraries were further purified with Agencourt AMPure XP beads (Beckman A63881, Brea, CA, USA) and amplified by two-round PCR enrichment. After amplification, size-selection was performed on the 12% native polyacrylamide TBE gel to obtain the 200–500 bp DNA fragments. Paired-end 100-bp or 125-bp sequencing were further performed on HiSeq 2500 or 2000 (Illumina) at the Peking University and Berry Genomics Corporation.

### ULI-NChIP-seq

For ULI-NChIP-seq, 500–1000 cells were used per immunoprecipitation reaction. SCNT or WT embryos in two-cell stage were treated with 0.5% Pronase E (Sigma) to remove the zona pellucida. And the polar bodies were removed by gently pipetting in a pipette after incubation with Ca^2+^-free CZB. CCs were collected following the protocol of donor-cell preparation for SCNT. All isolated cells were washed three times in 0.5% BSA-PBS (Sigma) solution to avoid any possible contaminant. The procedure of ULI-NChIP was carried out as previously described [18]. And 1.5 μg of histone H3K9me3 antibody (Active Motif, Carlsbad, CA, USA, 39161) were used for each immunoprecipitation reaction.

The sequence libraries were generated using the TruSeq Library Prep Pooling kit (Illumina 15042173), following the manufacturer’s instructions. Paired-end 100-bp sequencing was further performed on HiSeq 2500 or 2000 (Illumina) at the National Institute of Biological Sciences and Peking University.

### Sequencing read trimming and alignment

All of the RNA-Seq sequencing reads were first mapped to mm9 reference genome using Tophat (v 1.3.3) with default parameters [31], and then evaluated using RseQC(v 2.3.4) to remove low quality samples [32], samples with mapping efficiency less than 30% or mapped reads count less than 2 M, and intron reads percentage greater than 10% were discarded for downstream analysis. Gene expression for each sample was quantified to FPKM (fragments per kilobase of exon model per million mapped reads) using Cufflinks (v 1.2.0) to eliminate the effects of sequencing depth and transcript length [33]. For bisulfite sequencing, all the pair-end RRBS samples were first processed using TrimGalore(v 0.3.3) with parameter ‘--phred33 --fastqc --paired –rrbs’ to trim the low quality reads, adaptors and end-repair effect, and then all the trimmed reads were mapped to a combined genome with mm9 and 48052 lambda sequence, using bsmap(v 2.89) with parameter ‘-D C-CGG -w 100 -s 12 -v 0.1 -m 32 -× 1000 –R’ [34]. Methylation level of each CpG site was estimated using mcall(v 1.3.0) with default parameters [35], CpG sites with read depths ⩾1 were counted as total CpG coverage of the sample, bilsulfite conversion ratio for each sample was calculated using unmethyalted CpGs divided by total CpGs detected in lambda genome. 

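For each of the 36 samples, the number of CpGs with 1 or more reads counted on each strand, and their mean coverage, equalled the values of Supplementary Table S3. The mean number over a group was 549940 in NT two-cell arrest, 512762 in NT two-cell to blast, 407826 in NT four-cell arrest and 543338 in NT four-cell to blast samples. The mean coverage of these CpGs was 23.1, 21.4, 31.4 and 25.1 reads in the same groups. In the analysis of levels the strands of a CpG were merged, as in the deposited values. The paper's reported conversion rates correspond to between 0.148% and 1.33% of lambda CpGs left unconverted in the single-blastomere samples from four-cell embryos, and between 0.413% and 1.23% in those from two-cell embryos.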

All ChIP-Seq samples were mapped to mm9 reference genome using bwa (v 0.7.12) mem command [36]; reads that have map quality score less than 30 were removed from downstream analysis. Data quality was shown in Supplementary Table S3.

### ERCC spike-in normalization

All of the RNA-Seq samples were mapped to ERCC synthetic spike-in genome (http://tools.invitrogen.com/downloads/ERCC92.fa) and quantified to FPKM for each spike-in RNA using cufflinks. FPKM of spike-in RNAs were first fit into linear regression model with ERCC mix concentration to evaluate the sample quality; almost all the samples have R square greater than 0.95 (data not shown), indicating accurate detection of amplified spike-in RNAs. We then perform linear regression on FPKM of spike-in RNAs between two different samples, and the co-efficients were used to normalize FPKM of Refseq genes [37]. All samples were normalized to the first replicate of NT two-cell arrest samples for downstream analysis.

### Transcriptome clustering and differential expression analysis

PCA for RNA-Seq samples were implemented using R function prcomp, only genes with averaged FPKM ⩾1 were used in the analysis. Differential expression analysis were conducted by edgeR (v 3.10.2) using ERCC normalized read counts [38]. For each comparison, genes with a Benjamini and Hochberg-adjusted *P* value (false discovery rate) <0.05 and a mean fold change of >1.5 were called differentially expressed. K-means clustering were performed on differentially expression genes to classify expression groups and heatmaps were generated for visualization. All analyses were performed using customized R script.

### Genomic annotations and methylation level calculation

Mouse promoters were defined as ±2 kb around the transcription start sites (TSS), and were separated into high CpG density promoters, intermediate CpG density promoters and low CpG density promoters based on the CpG density and GC content as previously defined [39]. Annotations of LINE, LTR and SINE elements were downloaded from the UCSC genome browser (mm9) Repeat Master tracks.

Global methylation level of each RRBS data set were calculated on the basis of the averaged methylation level of covered CpGs; only CpGs covered by ⩾3 reads were used in the analysis. 

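The SD of the global methylation level between samples was 0.0598 in NT two-cell arrest, 0.0806 in NT two-cell to blast, 0.0655 in NT four-cell arrest and 0.0471 in NT four-cell to blast samples, and 0.0128, 0.00605 and 0.0221 in the pooled WT two-cell, WT four-cell and CC samples. The relation of the level to the number of CpGs with 3 or more reads was computed within the 3 SCNT groups with at least 6 samples. Pearson's r was -0.574 in NT two-cell arrest (n = 8; two-sided permutation p = 0.138, adjusted p = 0.207), with Spearman's rho of -0.714 (permutation p = 0.0581, adjusted p = 0.0872). In NT two-cell to blast samples r was -0.316 (n = 8; two-sided permutation p = 0.458, adjusted p = 0.458) and rho was -0.429 (permutation p = 0.302, adjusted p = 0.302). In NT four-cell to blast samples r was -0.845 (n = 7; two-sided permutation p = 0.0160, adjusted p = 0.0480) and rho was -0.821 (permutation p = 0.0334, adjusted p = 0.0872). Without the 2 samples farthest from the median number of CpGs, r was -0.863, 0.242 and -0.615 in the same order, so that the sign in NT two-cell to blast samples rested on those samples. With the total number of reads in place of the number of CpGs, r was 0.503, 0.484 and -0.296. With the CpG-matched level it was 0.332, -0.0945 and -0.562, and none of these 6 alternative correlations had a permutation p under 0.05.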

Although the coverage of each RRBS data set varied between samples (10~35% of the total RRBS sites for single-cell RRBS samples, 37~86% for pooled RRBS samples), the variance of methylation level within the same sample type was not significant and not affected by the different coverage.

To analyze the methylation profile around genes, mm9 refseq genes were split to 100 bins with equal proportion, the upstream and downstream 20 Kb of the genes were split into 20 bins with the length of 1 Kb. Only CpGs covered by ⩾3 reads were used in the analysis. For each annotated genomic regions, the DNA methylation level was calculated as the average DNA methylation level of all CpG sites located in the region.

### ChIP-Seq peak calling and signal normalization

H3K9me3 ChIP-Seq peaks were called using MACS2(v 2.0.10.20131216) with the parameters (macs2 callpeak –n Sample -g mm -B -q 0.05 --nomodel --broad --shiftsize=73 --SPMR) relative to input samples [40]. ChIP-seq signal were normalized to one million reads for each sample for comparison, and then aggregated and averaged on the repeat elements to show the global difference between conditions. For ChIP-Seq signals around Refseq genes,

we defined a distance scaled signal, *p*_*i*_, to represent the ChIP-seq signal intensity,

$$p_{i}=\sum_{k}w_{k}s_{k}$$

*p*_*i*_ is the weighted sum of ChIP-seq reads *s*_*k*_ at genomic positions *k*, where their weights decrease with distance from the TSS of transcription *i*.

In this definition,

$$w_{k}=\frac{2e^{-µ\left|k-t_{i}\right|}}{1+e^{-µ\left|k-t_{i}\right|}}$$

and *t*_*i*_ is the genomic position of the TSS for transcript *i*. The parameter *μ* determine the decay rate, which is a function of distance from the TSS. For H3K4me3 and H3K27me3 markers, we set *μ* to by 2 kb from the TSS, and then the contribution of corresponding signal has decayed to half of that at the TSS.

### ChIP-Seq clustering analysis

We use K-means clustering to classify distance scaled H3K9me3 ChIP-Seq signal on Refseq genes between four conditions: CC, NT two-cell, Kdm4b-injected NT two-cell and WT two-cell embryos, setting k=7. A group with gene number less than 100 and with extremely high level of H3K9me3 signal was excluded from the analysis. FPKM of the genes in each cluster were plotted to check the expression pattern, only genes with averaged FPKM ⩾1 were counted in the analysis and performed functional enrichment. Significance of Kdm4b de-repressed genes enrichment in each cluster was calculated using Hypergeometric test with expressed genes as background.

### Gene ontology analysis

Functional annotation was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) Bioinformatics Resource [41]. Gene ontology terms for each function cluster were summaries to a representative term and *P*-values were plotted to show the significance.

### Accession numbers

The Gene Expression Omnibus (GEO) accession numbers for the single-cell RNA-seq, ULI-NChIP-seq datasets are GSE70605, GSE70606, and GEO number for the single-cell RRBS is GSE70607.

## Figures and Tables

**Figure 1:**
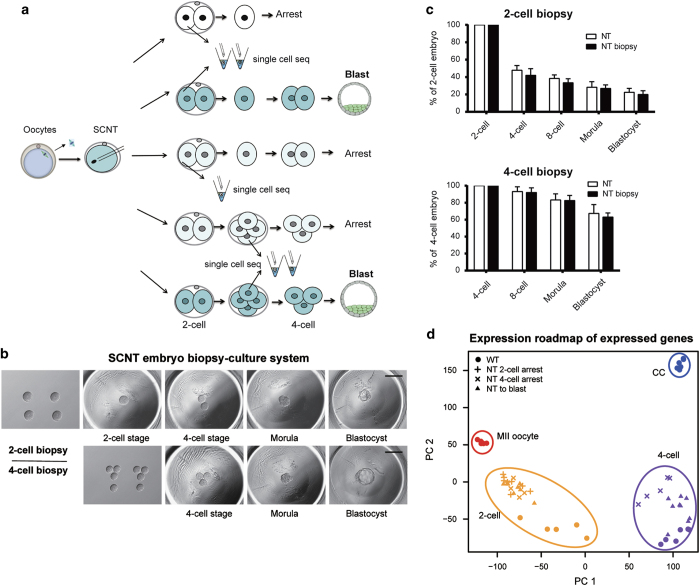
Embryo biopsy enables single-cell sequencing of the SCNT embryos with distinct developmental fates. (**a**) Schematics of blastomere biopsy and single-cell sequencing analysis for cloned embryos with different developmental fates. One blastomere of a two- or four-cell-stage cloned embryo was picked for single-cell sequencing, and the rest were cultured to trace developmental potency. (**b**) Blastomere biopsy of cleavage-stage cloned embryos and culture system for developmental potency observation. Two-cell-stage (upper row) or four-cell-stage (lower row) cloned embryos were separated by gentle pipetting. After biopsy, one or three blastomeres were placed into a depression in the aggregation plate. The remaining blastomeres could arrest or develop into blastocysts. (**c**) Preimplantation developmental potency of cloned embryos was unaffected by blastomere biopsy. The blastocyst rates of two-cell-stage (upper panel) and four-cell-stage (lower panel) embryos after blastomere biopsy were calculated and compared with untreated SCNT embryos. The rate was calculated based on the number of blastocysts at 4.5 days post activation. The data are represented as the mean±s.d. (*n*>6). (**d**) PCA showing the genome-wide expression road map in WT and SCNT embryos with distinct cell fate. Color represents different developmental stages and shape represents different types of samples. Genes with averaged FPKM⩾1 across all samples were used in the analysis.

**Figure 2:**
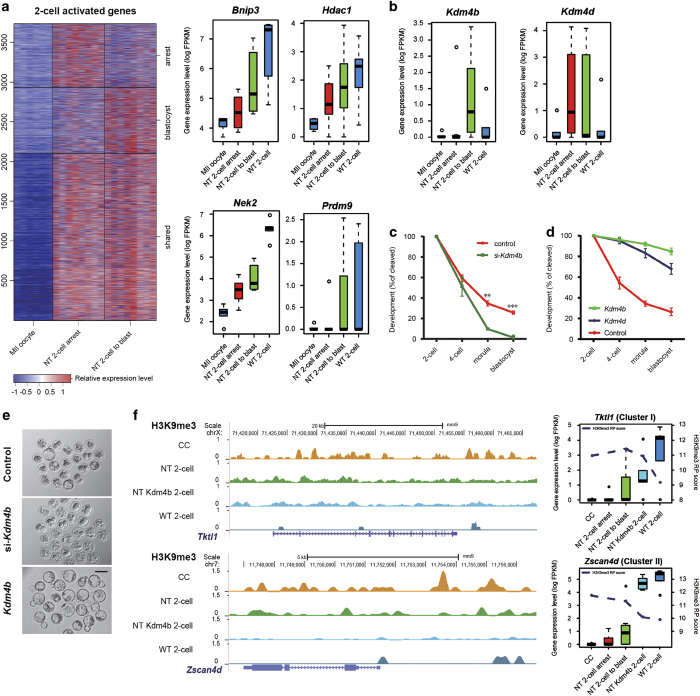
Effective identification of key factors in two-cell arrest SCNT embryos. (**a**) Impaired zygotic genome activation in SCNT two-cell-stage embryos. Heatmap showing upregulated genes for NT two-cell arrest and NT two-cell to blast relative to MII oocytes. Each row represented a Refseq transcript and was clustered using k-means, and each column represented a single-cell transcriptome and was classified by sample condition. Boxplot indicating expression level of represent chromatin modification-related genes were plotted to the right of the heatmap. (**b**) Boxplot showing the expression level of *Kdm4b* (left) and *Kdm4d* (right) in MII oocyte, WT-two-cell stage and SCNT two-cell embryos. Expression levels were quantified to FPKM with log scale. (**c**) *Kdm4b* siRNA injection dramatically reduced preimplantation development of SCNT embryos. Shown is the percentage of embryos that reached the indicated stages. (**d**) Both *Kdm4b* and *Kdm4d* mRNA injection greatly improved the preimplantation development rate of SCNT embryos. Cumulus cells were used as donor cells, and the function of *Kdm4b* was stronger than *Kdm4d*. The data are represented as the mean±s.d. (*n*>3). (**e**) Representative images of control, *Kdm4b siRNA*-injected and *Kdm4b* mRNA-injected SCNT embryos at 4.5 days post activation. (**f**) Example of *Kdm4b* target genes based on ChIP-seq data. Left, Genome browser view of the H3K9me3 signal in the *Tktl1* (Cluster I in Supplementary Figure S5B) and *Zscan4d* (Cluster II in Supplementary Figure S5B) promoter regions. Signals were smoothed by 10 pixels using the UCSC genome browser. Right, expression levels of *Tktl1* and *Zscan4d* in different types of two-cell samples. The distance-normalized H3K9me3 signal was plotted as a dashed line over the box.

**Figure 3:**
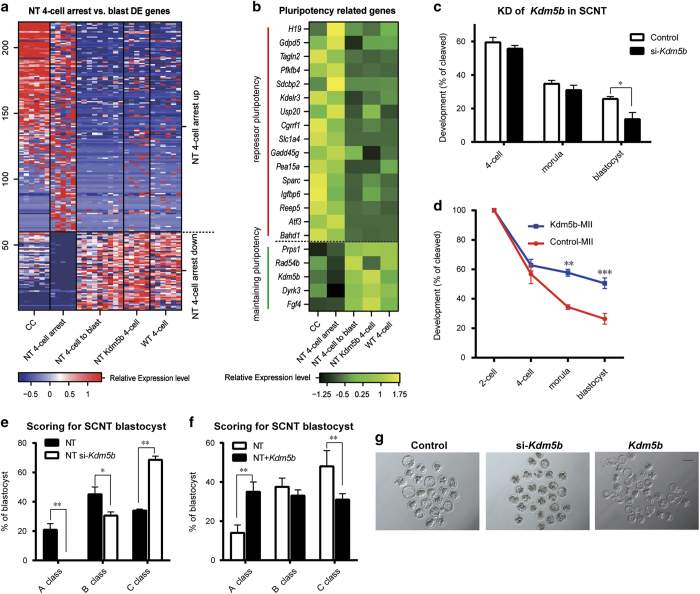
*Kdm5b* is a crucial factor identified in the four-cell arrest SCNT embryos. (**a**) Heatmap of 219 differentially expressed genes between NT four-cell-arrested and NT four-cell blast samples (see Materials and Methods). The relative expression levels of CC, NT four-cell arrest, NT four-cell to blast, NT *Kmd5b* four-cell and WT four-cell samples are plotted. Upregulated (59) and downregulated (160) genes were plotted separately. Each row represented a Refseq transcript and each column represented a single-cell sample. Expression level of each transcript was normalized based on row *Z*-score. (**b**) Expression levels of 21 pluripotency genes from the differential expressed genes in **a**. Each row represented a Refseq transcript and each column represented the mean of the expression level of the same sample type, normalized based on row *Z*-score. (**c**) Knockdown of *Kdm5b* slightly reduced the preimplantation development of SCNT embryos. Shown is the percentage of embryos that reached the indicated stages. (**d**) Injection of *Kdm5b* improved the rate of four-cell to blastocyst development. (**e**) Knockdown of *Kdm5b* in SCNT embryos inhibited the formation of expanded blastocysts. Control and *Kdm5b* siRNA-injected SCNT blastocysts at 4.5 days post activation were graded into three groups depending on their size and blastocoelic hatching. *P<0.05, **P<0.01, ***P<0.001 according to Student’s *t*-test. (**f**) Injection of *Kdm5b* mRNA promoted the formation of expanded blastocysts, similar to **e**. (**g**) Representative images of control, *Kdm5b siRNA*-injected and *Kdm5b* mRNA-injected SCNT embryos at 4.5 days post activation.

**Figure 4:**
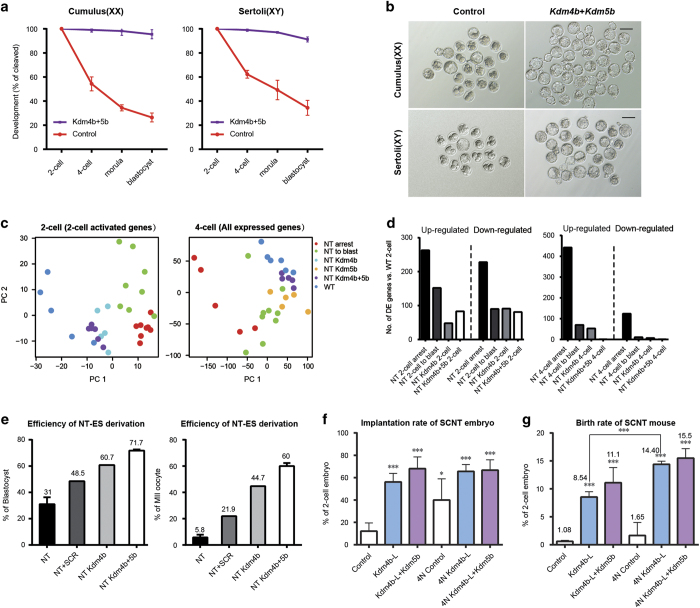
*Kdm4b* and *Kdm5b* co-injection greatly facilitates the development of SCNT embryos. (**a**) Co-injection of *Kdm4b+5b* greatly improved the preimplantation development rate of SCNT embryos. Both cumulus cells (left panel) and Sertoli cells (right panel) were used as donor cells. (**b**) Representative images of SCNT embryos injected with *Kdm4b+5b* mRNA. (**c**) PCA on SCNT embryos with single mRNA rescued, *Kdm4b+5b* co-injected and WT embryos at two-cell and four-cell stage. Zygotic genome activation genes were used in two-cell analysis and all expressed genes were used in four-cell-stage analysis. Co-injected SCNT embryos mostly resembled the WT embryos in each stage. (**d**) The number of differentially expressed genes was reduced by *Kdm4b+5b* mRNA injection in NT two-cell samples (left panel) and four-cell samples (right panel). (**e**) Injection of Kdm4b and Kdm4b+5b improved the efficiency of ntESC derivation. The efficiency was calculated on the basis of the total number of blastocysts (left panel) in ntESC derivation or receipt MII oocytes (right panel) in SCNT. (**f**) Injection of *Kdm4b* alone or *Kdm4b+5b* co-injection greatly improved the implantation rates of SCNT embryos and NT-tetraploid-aggregated embryos. The data are represented as the mean±s.d. (*n*> 3). **P<0.01, ***P<0.001 according to Student’s *t*-test or the Holm-Sidak test (for analysis of variance). (**g**) Injection of *Kdm4b* alone or *Kdm4b+5b* co-injection greatly improved the birth rates of SCNT embryos and NT-tetraploid-aggregated embryos.

**Figure 5:**
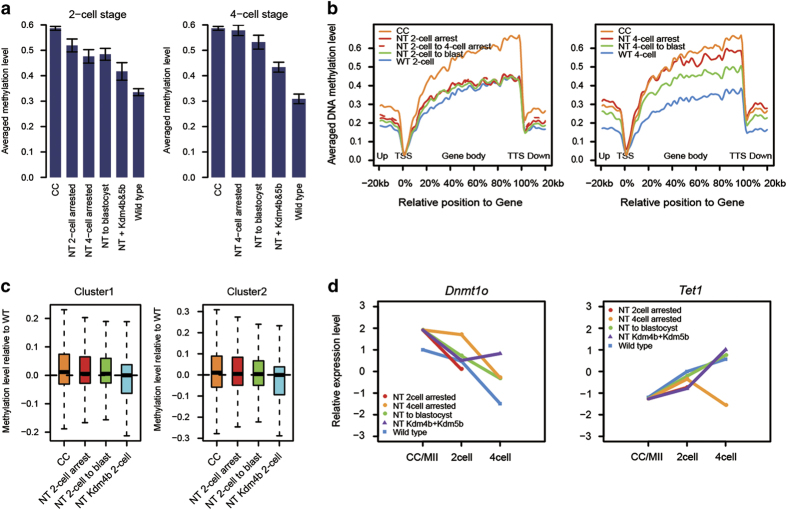
Combination of embryo biopsy and single-cell RRBS-Seq reveals abnormal DNA methylation in preimplantation SCNT embryos. (**a**) Global DNA methylation levels of SCNT samples were higher than those of WT. The average DNA methylation levels of the indicated SCNT and WT samples were calculated and compared. Each bar represents the mean of global averaged methylation level of RRBS samples from same sample type, error bar stands for the standard derivation of global averaged methylation level for each sample. (**b**) Average DNA methylation levels were determined along the gene bodies, 20 kb upstream of the transcription start sites (TSS) and 20 kb downstream of the transcription terminal sites (TTS) for all RefSeq genes. SCNT two-cell stage samples (left panel) and four-cell stage samples (right panel) were plotted separately. Methylation levels were calculated based on 1kb bins (up/downstream of TSS/TTS) or percentile binned gene body region, see Materials and Methods for detailed calculation. (**c**) Boxplot showing promoter methylation levels relative to WT two-cell samples of Cluster I and Cluster II transcripts in Supplementary Figure S5B. Promoter methylation levels were calculated based on the averaged methylation level of CpG sites located within ±2 kb around TSS. Methylation level for the SCNT samples were subtracted by the methylation level of WT two-cell for visualization. (**d**) Relative expression level of *Dnmt1* and *Tet1* genes for SCNT and WT samples. Expression levels were quantified using FPKM and then normalized based on Z-score of different sample types. Transcript with overall highest FPKM was used as the FPKM of the gene.

# Supplementary material for: Identification of key factors conquering developmental arrest of somatic cell cloned embryos by combining embryo biopsy and single-cell sequencing
**Source:** Cell Discov. 2016 Jun 7;2:16010–. doi: 10.1038/celldisc.2016.10
**Supplement:** Supplementary Figure S3

### Supplementary Figure S3 *Kdm4b* and *Kdm4d* expression in WT samples

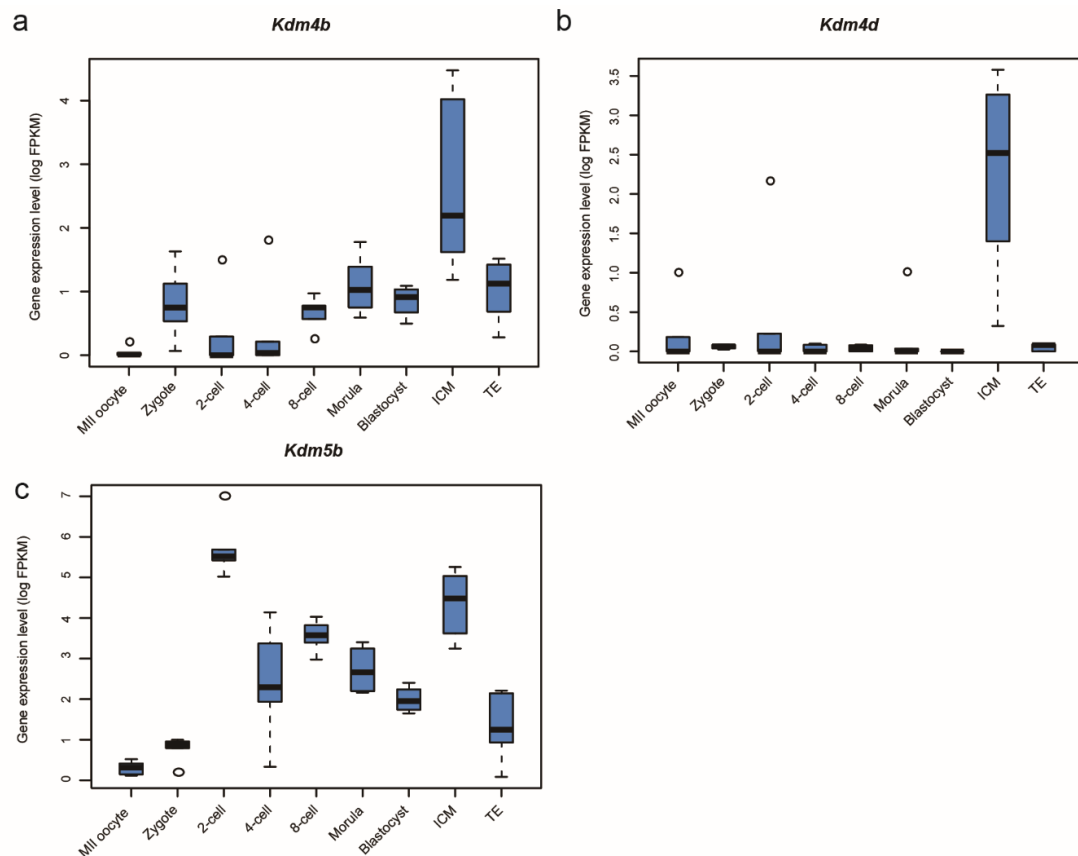

Boxplot showing the expression level of *Kdm4b* (a), *Kdm4d* (b) and *Kdm5b* (c) in each developmental stages of WT embryo. Expression levels were quantified to FPKM with log scale.

# Supplementary material for: Identification of key factors conquering developmental arrest of somatic cell cloned embryos by combining embryo biopsy and single-cell sequencing
**Source:** Cell Discov. 2016 Jun 7;2:16010–. doi: 10.1038/celldisc.2016.10
**Supplement:** Supplementary Figure S4

## Supplementary Figure S4 Effective Knockdown and rescue of *Kdm4b* and *Kdm5b* in NT embryos

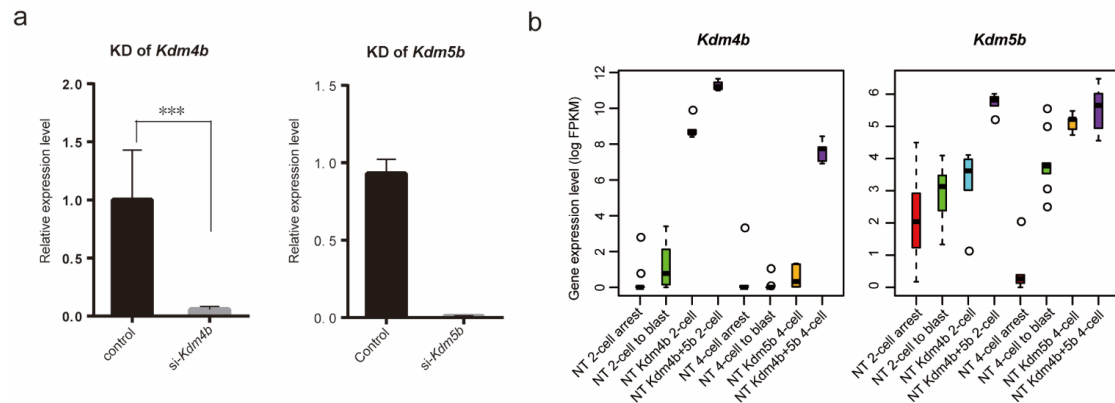

**(a)** *Kdm4b/5b* expression levels were reduced by *Kdm4b/5b* siRNA injection into embryos. RT-qPCR analysis of *Kdm4b/5b* was performed 48 h after injection. The relative expression levels of *Kdm4b/5b* relative to *H2A.Z* were compared with control embryos.

**(b)** Boxplot of *Kdm4b* and *Kdm5b* expression level in single mRNA injected or co-injection samples in 2-cell and 4-cell stage. Higher expression level indicated the successful re-introduction these mRNAs in SCNT embryos.

# Supplementary material for: Identification of key factors conquering developmental arrest of somatic cell cloned embryos by combining embryo biopsy and single-cell sequencing
**Source:** Cell Discov. 2016 Jun 7;2:16010–. doi: 10.1038/celldisc.2016.10
**Supplement:** Supplementary Table S1

**Supplementary Table S1**

Gene lists of the blastocyst-high genes which may account for 2-cell arrest of cloned embryos.

|              |         |              |        |              |         |
|--------------|---------|--------------|--------|--------------|---------|
| NM_175300    | Anapc2  | NM_001081049 | Kmt2a  | NM_199042    | Thap1   |
| NM_008554    | Ascl2   | NM_001033276 | Kmt2d  | NM_001081102 | Whsc1   |
| NM_138679    | Ash1l   | NM_013594    | Mbd1   | NM_011728    | Xpa     |
| NM_030178    | Brpf1   | NM_010774    | Mbd4   | NM_009541    | Zbtb17  |
| NM_178576    | Cpsf4   | NM_013729    | Mixl1  | NM_001276332 | Zbtb34  |
| NM_007837    | Ddit3   | NM_023290    | Mkx2   | NM_198248    | Zbtb40  |
| NM_178683    | Depdc1b | NM_016662    | Mxd3   | NM_029334    | Zc3h14  |
| NM_001037937 | Deptor  | NM_017373    | Nfil3  | NM_001081016 | Zc3h7b  |
| NM_013874    | Dpf1    | NM_021315    | Noc3l  | NM_001045486 | Zfp180  |
| NM_178609    | E2f7    | NM_010444    | Nr4a1  | NM_013922    | Zfp354c |
| NM_007920    | Elf1    | NM_011023    | Otx1   | NM_172740    | Zfp420  |
| NM_007922    | Elk1    | NM_013633    | Pou5f1 | NM_001033249 | Zfp583  |
| NM_007970    | Ezh1    | NM_010127    | Pou6f1 | NM_001033159 | Zfp597  |
| NM_001146689 | Ezh2    | NM_027504    | Prdm16 | NM_172749    | Zfp646  |
| NM_007971    | Ezh2    | NM_001081355 | Prdm2  | NM_001083958 | Zfp655  |
| NM_001291067 | Foxa2   | NM_144809    | Prdm9  | NM_146259    | Zfp668  |
| NM_010278    | Gfi1    | NM_016703    | Preb   | NM_145916    | Zfp7    |
| NM_026816    | Gtf2f2  | NM_028410    | Prkrir | NM_175466    | Zfp770  |
| NM_008228    | Hdac1   | NM_001163641 | Setdb1 | NM_001037745 | Zfp791  |
| NM_010437    | Hivep2  | NM_001163642 | Setdb1 | NM_145612    | Zfp810  |
| NM_010495    | Id1     | NM_018877    | Setdb1 | NM_001200023 | Zfp963  |
| NM_016849    | Irf3    | NM_001081024 | Setdb2 | NM_009577    | Zik1    |
| NM_018826    | Irx5    | NM_013672    | Sp1    | NM_001081329 | Zkscan2 |
| NM_178637    | Kat5    | NM_001013817 | Sp140  | NM_001013765 | Zscan4c |
| NM_026370    | Kat8    | NM_001163018 | Suz12  | NM_001100186 | Zscan4d |
| NM_172132    | Kdm4b   | NM_199196    | Suz12  |              |         |
| NM_013692    | Klf10   | NM_031182    | Tfap4  |              |         |

How the deposited data were processed for this re-analysis (not part of the article)

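Single-cell RRBS of 27 SCNT blastomeres (8 NT two-cell arrest, 8 NT two-cell to blast, 4 NT four-cell arrest and 7 NT four-cell to blast) and RRBS of 9 pooled samples (3 WT two-cell, 3 WT four-cell and 3 CC) were analysed. The condition and replicate of each sample were taken from its labels and Supplementary Table S3. RRBS of co-injected embryos and of NT two-cell to four-cell arrest embryos, and the RNA and ChIP data of the paper, were not analysed here.

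The authors trimmed the reads with TrimGalore, aligned them to mm9 and the lambda genome with bsmap and called methylation with mcall. For each CpG the authors deposited the coverage as a whole-number count of reads, and the methylated and unmethylated shares of those reads as a fraction from 0 to 1. Both strands of a CpG are merged in these values, no minimum coverage had been applied, and replicates had not been pooled. The paper's text does not name a removal of PCR duplicates, and the reads carry no molecular identifiers, so that a number of reads at a CpG is not a number of molecules. The bisulfite conversion rate was used only as the paper reports it in Supplementary Table S3.

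The single blastomeres had between 185470 and 735790 covered CpGs and between 3654330 and 23675053 reads at CpGs. The pooled samples had between 743084 and 1450667 covered CpGs. The 36 samples together covered 2162442 CpGs. No pair of samples of one group held the same values: the pair with the largest share of equal coverage had it at 16.6% of its shared CpGs. The paper names the instruments and the 2 sites of sequencing for RRBS, but its text does not name which sample was sequenced at which, so that no batch could be compared.

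The global methylation level of a sample was the mean level of its CpGs with 3 or more reads. The CpG-matched level was the mean difference from CC at the same CpGs, for the 413054 CpGs with 10 or more reads in each CC sample, added to the CC mean over those CpGs. Groups were compared by two-sided exact permutation tests of the difference in mean, with 1 value per sample and Benjamini-Hochberg adjustment within a family of comparisons. The difference between the fates was compared between stages by permuting the fates within each stage 100000 times. Correlations within a group used 100000 permutations, which can give no p below 1e-05. Paired alternatives used the replicate numbers of the labels, with an exact sign-flip permutation test for 1 value per sample and a block in limma for tiles.

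Tiles of 100 kb on the autosomes and the X chromosome were given a value in a sample with at least 5 CpGs of 3 or more reads, and were tested with a value in at least 3 samples of each group, by limma 3.58.1 in R 4.3.3 with an adjusted p threshold of 0.05. The named tiles were to be the 2 with the largest difference in each direction among those past the threshold between fates, and no tile passed. The tile test was tested on simulated data: with shifts of 0.3 it recovered 245 of 471 changed tiles at the two-cell stage and 102 of 343 at the four-cell stage, and 6.13% and 8.11% of its calls were false. The exact permutation test was tested on 400 simulated comparisons of 4 values against 7, of which 4.75% passed with no difference and 81.5% with a difference of 2 SD. Both simulated groups had the same spread. The simulation therefore does not cover groups of unequal spread, such as chromosome imbalance at the four-cell stage (SD 0.258 in arrested samples and 0.0403 in the other fate).

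Gene profiles used the 22380 protein-coding genes of GENCODE vM1, an annotation of mm9, where the paper used RefSeq genes. Each gene was divided into 100 bins, with flanks of 20 kb in bins of 1 kb. Promoters were taken as 2 kb on either side of the transcription start site, and the promoters named were those of the genes the paper discusses for its histone and DNA methylation results. Chromosome imbalance was the SD over the 19 autosomes of the log2 of each chromosome's share of covered CpGs relative to its mean share in CC. Shares of single chromosomes were taken relative to the mean of the NT to blast samples. The intermediate share was the share of CpGs with 10 or more reads whose level lay from 0.2 to 0.8. The X difference was the mean level of X CpGs minus that of autosomal CpGs.

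The alternatives set before the data were examined were a minimum of 1 or 10 reads, equal weight for each read, the CpG-matched level, 1 read drawn per CpG, autosomes only, tiles of 10 kb or with 10 CpGs, a quasi-binomial model on reads, centring of each sample, the replicate block, and leaving out each replicate of groups with 5 or fewer samples. For chromosome imbalance they were also an equal number of covered CpGs and the NT to blast reference. Alternatives added after seeing the data were leaving out each NT four-cell to blast replicate, equal weight for each autosome in the CpG-matched level, CpG-matched gene bodies and promoters, and CpGs covered in both fates. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.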

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

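The comparison of chromosome imbalance between the fates and the alternatives given for it were planned. The tests of local unevenness and of GC content of the chromosomes were also set before the values they measure had been seen. The other tests in this part were chosen after the value each one measures had been seen. The classes of CpGs and the threshold of 0.5 on the log2 scale for a chromosome were also set after seeing the data. A highest or lowest sample was looked for in 24 combinations of 6 measures and 4 groups; 2 samples stood apart, where chance, at about 1 in 20, gives 1.2.

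NT four-cell to blast replicate 7 had an intermediate share of 0.122, set apart by its gap to the other 6 samples of its group, which lay between 0.0380 and 0.0549. WT two-cell and WT four-cell pools, which mix cells, had shares between 0.137 and 0.216. CC pools, which also mix cells, had shares between 0.106 and 0.129, so the share by itself does not point to WT embryo material. Replicate 7 also had the lowest CpG-matched level of its group, 0.256. It was kept in every group mean, so its low level adds to the CpG-matched difference between the four-cell fates. Without it the difference in global level between these fates was 0.0830 (two-sided exact permutation test, p = 0.0238). The CpG-matched difference was not computed without it. At CpGs methylated in WT two-cell embryos and not in CC, its level was 0.227, against at most 0.0992 in the other samples of its group and 0.249 ± 0.0225 (SD, n = 3) in WT four-cell embryos. At CpGs methylated in CC and not in WT two-cell embryos its level was 0.410, between those of WT four-cell embryos (0.150 to 0.170) and of the other samples of its group (0.712 to 0.824). These values are consistent with a mixture that holds material from a fertilized embryo, more than with an exchanged WT label. The library had 464378 CpGs with 3 or more reads, the most of its group, so that depth also remained possible by this measure. The SCNT sample with the most CpGs, NT two-cell arrest replicate 6 with 471026, had an intermediate share of only 0.0559, so a large number of CpGs did not by itself bring a high share. Material from a fertilized embryo remains a candidate explanation, and a biological one was not tested, since the design gives no condition that sets this sample apart.

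NT four-cell to blast replicate 2 had a gene-body level of 0.474, set apart as the highest of its group by its gap to the next sample, which had 0.419. Its gene-body level matched to CC at the same CpGs was 0.238 and still the highest, so the CpGs it covers did not account for its rank. Its nonconverted fraction, from the paper's conversion rates, was 0.00738 and within the range of its group, which goes against incomplete conversion. Its level lay within the range of the NT four-cell arrest samples, 0.457 to 0.541, so a mislabelled sample could not be excluded, and the value of 0.474 alone cannot show one. No biological explanation was tested.

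At CpGs unmethylated in CC and WT two-cell samples, a class outside those the paper discusses, NT four-cell arrest samples had a level of 0.0332 ± 0.0129 (SD, n = 4), NT four-cell to blast samples 0.0170 ± 0.0111 (SD, n = 7) and WT four-cell embryos 0.0168 ± 0.00178 (SD, n = 3). CC and WT two-cell values in this class are low by its definition, so WT four-cell embryos are the comparison. All 4 arrested samples exceeded all 3 WT four-cell samples, a separation that gave p = 0.0571 (two-sided exact permutation test, n = 4 against 3). The separation was narrow: the lowest arrested sample, replicate 4, had 0.01817 and the highest WT four-cell sample, replicate 3, had 0.01815. By the paper's rates WT four-cell samples had more unconverted lambda CpGs (1.12% to 1.42%) than the arrested samples (0.148% to 0.957%), which may raise the WT value in this class. The difference between the fates was 0.0162 (two-sided exact permutation test, n = 4 against 7, p = 0.0333, adjusted p = 0.0970 over the 4 classes examined), so chance cannot be excluded. The nonconverted fraction of the arrested samples was lower by the paper's rates, with a difference of -0.00292, which goes against incomplete conversion. At the 2314 CpGs of the class required to be covered in both fates the difference was 0.0187, with an exact permutation p of 0.109. Each sample still covers its own part of these CpGs, so the difference cannot be told apart from an effect of the CpGs covered. NT four-cell to blast replicate 2 had a level of 0.0421, within the range of the arrested samples. A gain of methylation in arrested four-cell embryos may be one reading, as a hypothesis only, since the difference was not past the threshold after adjustment or at shared CpGs.

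The paper does not report the coverage of single chromosomes. The log2 share of covered CpGs on each chromosome was taken relative to the mean of the NT to blast samples. Chromosomes were listed where the parts on either side of the middle covered CpG of CC both departed from that mean by more than 0.5 in the same direction. Such chromosomes were found in 2 of the 4 NT four-cell arrest samples and in 1 of the 8 NT two-cell arrest samples. None was found in the 3 CC or 6 WT samples, or in the NT to blast samples, which belong to the mean they are compared with. The CC and WT samples are pools, in which a change in 1 cell is averaged with other cells. Their lack of such chromosomes therefore cannot serve as a comparison for single blastomeres. In NT four-cell arrest replicate 2, the log2 share was -1.03 on chromosome 6, -1.44 on chromosome 9, -0.92 on chromosome 15, -0.76 on chromosome 18 and -1.35 on chromosome 19, and 0.76 on the X chromosome. In NT four-cell arrest replicate 3 it was -1.71 on chromosome 6, -0.76 on chromosome 19 and -1.50 on the X chromosome. In NT two-cell arrest replicate 7 it was 0.57 on chromosome 2 and -0.55 on chromosome 9.

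Chromosome imbalance, which uses CC as the reference, was 0.366 ± 0.258 (SD, n = 4) in NT four-cell arrest and 0.121 ± 0.0403 (SD, n = 7) in NT four-cell to blast samples (two-sided exact permutation test, p = 0.0242, adjusted p = 0.0485 over 2 comparisons). At the two-cell stage the difference between the fates was 0.0393 (two-sided exact permutation test, n = 8 against 8, p = 0.178). It was 0.0485 with the NT to blast reference (two-sided exact permutation test, p = 0.0555). With same-numbered samples paired it was 0.0393 over 8 pairs (two-sided exact sign-flip permutation test, p = 0.0625). The difference between the stages was itself not past the threshold (permutation p = 0.0864). With an equal number of covered CpGs drawn per sample the four-cell difference was 0.247. Such a draw keeps the share of each chromosome on average, so it cannot tell whether library depth is the cause. Replicate 3, with an imbalance of 0.522, had the most covered CpGs of its group, 516642. NT two-cell to blast replicate 7 had an imbalance of 0.188 with 115432 CpGs of 3 or more reads, close to the 110378 of replicate 2, whose imbalance was 0.647. A high imbalance was thus seen without a low number of CpGs, and a low number without as high an imbalance, which goes against depth as the only cause. With the NT to blast reference the imbalance differed by 0.260 (two-sided exact permutation test, n = 4 against 7, p = 0.0485). The NT to blast samples form that reference, which favours a low imbalance in them, so this comparison adds no separate support. The log2 shares of the parts before and after the middle covered CpG of each autosome correlated in replicate 2 (r = 0.897 over 19 autosomes, permutation p = 1e-05, the smallest the permutations can give) and in replicate 3 (r = 0.898, permutation p = 1e-05, also the smallest). These samples were chosen for their high imbalance, which favours such a correlation, so local unevenness of amplification was not excluded. Spearman's rho was 0.711 and 0.763. The shares did not correlate with GC content in replicate 2 (r = -0.153, permutation p = 0.532) or replicate 3 (r = 0.104, permutation p = 0.671). The 2 parts of a chromosome were not always equally low. They departed by -0.521 and -1.58 on chromosome 15 of replicate 2, and by -1.39 and -2.17 on chromosome 6 of replicate 3. On the X chromosome of replicate 3 they departed by -1.54 and -1.47. In NT two-cell arrest replicate 7, also listed above, the parts of the autosomes correlated with r = 0.974 (permutation p = 1e-05). Loss of chromosomes from the biopsied blastomere is a candidate explanation in NT four-cell arrest replicates 2 and 3, among the others that remain. Unequal parts do not speak for loss of a whole chromosome. Loss of chromosomes during the handling of the single cell was not tested and would look the same. Without replicate 2 or without replicate 3, the difference between the fates was 0.152 and 0.193 and no longer past the threshold, so it rested on both samples. With same-numbered samples paired as blocks it was 0.229 over 4 pairs (two-sided exact sign-flip permutation test, p = 0.375, where 4 pairs cannot go below 0.125). This pairing is taken from the labels, and same-numbered samples of these groups did not deviate together (mean correlation 0.00111).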

How the results depend on the processing

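CpG-matched gene bodies and promoters, leaving out NT four-cell to blast replicates and CpGs covered in both fates were chosen after seeing the data. The cause was not tested for any change listed here, unless a value is given. The difference of the global level from WT kept its direction for all 4 SCNT groups under every alternative run.

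With each read given the same weight, the difference between the fates at the four-cell stage was 0.0482 and no longer past the threshold, WT four-cell minus WT two-cell became 0.0570 and CC minus NT two-cell arrest 0.0548. With the CpG-matched level the fates differed by 0.0426 at the four-cell stage, no longer past the threshold, and by -4.17e-04 at the two-cell stage. NT four-cell to blast minus NT two-cell to blast was -0.00623, WT four-cell minus WT two-cell -0.0273, CC minus NT two-cell arrest 0.0354, now past the threshold, and the difference in X minus autosomes between two-cell fates 0.00636. In CpG-matched gene bodies the fates differed by 0.0331 at the four-cell stage, no longer past the threshold, and by -0.00564 at the two-cell stage; NT two-cell to blast minus WT was 0.0229 and now past the threshold, and CC minus NT four-cell arrest became 0.0108. CpG-matched promoters of Supplementary Table S1 gave -0.0116 between four-cell fates. WT four-cell minus WT two-cell became 0.00806 with 10 or more reads, and CC minus NT two-cell arrest 0.00193 with 1 or more.

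Numbers of tiles against WT are given for NT two-cell arrest, NT two-cell to blast, NT four-cell arrest and NT four-cell to blast. With 10 or more reads they were 2157, 2188, 1493 and 1081, and with 10 CpGs per tile 2413, 2294, 1712 and 1622. After centring each sample they were 3097, 3143, 1685 and 1259, of which 2019, 2088, 1104 and 1021 were higher in the SCNT samples. Between the fates, tiles of 10 kb gave 1 at the two-cell and 2 at the four-cell stage, and the quasi-binomial model 71 and 8.

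With the replicate block the tiles were 1165 of 7023 tested, 1892 of 10504, 1813 of 5322 and 1853 of 8951 in the same order, and 0 between the fates at either stage (515 and 432 at an unadjusted p under 0.05). The pairing is taken from the labels, and same-numbered samples did not deviate together (mean correlations between -0.0123 and 0.0136). Paired by these labels, NT four-cell arrest minus NT two-cell arrest was 0.0998 in global level (two-sided exact sign-flip permutation test, n = 4 pairs, p = 0.375); whether same-numbered samples deviate together was not tested for these groups. Pairs against 3 pooled samples cannot give a p below 0.25 for a global level.

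Leaving out one replicate, the global difference was from 0.130 to 0.143 for NT two-cell to blast minus WT, from 0.0656 to 0.118 between four-cell fates, from 0.0684 to 0.121 for NT four-cell arrest minus NT two-cell arrest and from -0.00550 to 0.00686 for WT four-cell minus WT two-cell. The first was no longer past the threshold without WT two-cell replicate 1 or replicate 3 (two-sided exact permutation test, p = 0.0889 for both), and the fates no longer differed past it without NT four-cell arrest replicate 2 (two-sided exact permutation test, p = 0.0667). Chromosome imbalance between four-cell fates was from 0.152 to 0.319 and X minus autosomes from -0.0271 to 0.0511. Gene bodies gave 0.0703 to 0.0787 for NT two-cell arrest minus WT and -0.0277 to 3.55e-04 for CC minus NT four-cell arrest. The gene-body difference of NT two-cell arrest from WT was no longer past the threshold without WT two-cell replicate 1 or replicate 3 (two-sided exact permutation test, p = 0.0667 for both). Tiles were from 1904 to 2470 for NT four-cell arrest against WT, from 1075 to 1787 for NT four-cell to blast against WT and from 0 to 4 between four-cell fates (from 361 to 502 at an unadjusted p under 0.05).

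The correlation of the level with coverage became 0.503, 0.484 and -0.296 with total reads in NT two-cell arrest, NT two-cell to blast and NT four-cell to blast, and 0.332 and -0.562 in the first and last with the CpG-matched level. Over all groups and alternatives, a group level moved by more than 1 SD in 8 cases.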

Differences from the paper's values

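The global methylation level of CC was about 0.59 in the paper (Fig. 5a, read by eye) and 0.369 here. Of the alternatives set before the data were examined, giving each read the same weight came closest, with a level of 0.508, still below the paper's value. The level was 0.388 with a minimum of 1 read, 0.350 with a minimum of 10 reads, 0.357 when CpG-matched and 0.369 with 1 read drawn per CpG. Neither these nor the autosomes alone came as close. The other 6 groups also had lower levels here. WT two-cell was about 0.33 in the paper (Fig. 5a, read by eye) and 0.235 here, and WT four-cell about 0.31 (Fig. 5a, read by eye) and 0.235 here. NT two-cell to blast was about 0.48 (Fig. 5a, read by eye) and 0.371 here, and NT four-cell to blast about 0.53 (Fig. 5a, read by eye) and 0.402 here. NT four-cell arrest was about 0.58 in the paper (Fig. 5a, read by eye) and 0.497 here, and NT two-cell arrest about 0.52 (Fig. 5a, read by eye) and 0.399 here.

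In Fig. 5a the bar of CC is above that of NT two-cell arrest and NT four-cell to blast samples and close to that of NT four-cell arrest samples. Here NT four-cell arrest samples had the highest mean, 0.497, and NT two-cell arrest (0.399) and NT four-cell to blast samples (0.402) were also above CC (0.369). With each read given the same weight, CC (0.508) was above NT two-cell arrest (0.453) and below NT four-cell arrest (0.518).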

Other observations

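The comparisons between the fates of the CpG-matched level and of the X difference were planned. The tests of the splits of the samples and of the CpGs with the most reads were set before the values they measure had been seen. Equal weight for the autosomes was added after seeing the data. The other tests in this part were chosen after the value each one measures had been seen.

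The number of tiles past the threshold was compared with that of other splits of the same samples into groups of the same sizes. For NT two-cell arrest against WT two-cell samples, 1 of 100 drawn splits, the real one, gave as many tiles, and the same count was 1 of 100 for NT two-cell to blast, 1 of 35 for NT four-cell arrest and 1 of 100 for NT four-cell to blast samples against WT. Among splits that part as many same-numbered pairs, 1 of 8 gave as many tiles in each of these comparisons, and 8 splits cannot give a share under 0.05. Splits outside this set put same-numbered samples in one group. In the comparisons with WT, every other split mixes single blastomeres and pools. These counts therefore cannot tell the embryo type from the type of library. Between the fates no tile passed, so every split gave as many: 100 of 100 at the two-cell stage in both sets, and 100 of 100 and 16 of 16 at the four-cell stage. At an unadjusted p under 0.05 there were 626 and 679 tiles.

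The SCNT samples were compared with CC at the CpGs each library covers. In the CpG-matched level, the difference between the fates at the four-cell stage had a two-sided exact permutation p of 0.0515 (n = 4 against 7), just over the threshold, and its size was 0.0426 against 0.0956 at all CpGs. With each autosome given the same weight in the CpG-matched level the p was 0.0485 and the size 0.0424, so unequal chromosome shares did not account for the remaining difference. The p values on either side of 0.05 differ little, and a part of the difference between the fates may come from which CpGs each library covers. Within groups, the global level followed the CC level at the covered CpGs, with r = 0.880 in NT two-cell arrest (n = 8, permutation p = 0.00403), 0.976 in NT two-cell to blast (n = 8, permutation p = 9e-05) and 0.807 in NT four-cell to blast samples (n = 7, permutation p = 0.0313). Spearman's rho was 0.881, 0.976 and 0.821 (permutation p = 0.00739, 3.6e-04 and 0.0347), and without the 2 samples farthest from the median CC level r was 0.877, 0.956 and 0.862. The set of covered CpGs is therefore a candidate explanation for the spread of the global level between samples of one group. For its relation to the number of CpGs the link is weaker: the CC level at the covered CpGs correlated with that number in NT two-cell arrest (r = -0.853, n = 8, permutation p = 0.00636), but not past the threshold in NT two-cell to blast (r = -0.488, n = 8, permutation p = 0.221) or NT four-cell to blast samples (r = -0.698, n = 7, permutation p = 0.0788).

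NT two-cell to blast replicate 8 had the lowest global level of its group, 0.244, and a level of 0.125 with each read given the same weight. Its 1000 most covered CpGs held 15.4% of its reads, and without them the read-weighted level was 0.140, still below the other 7 samples. Its CpG-matched level was 0.289 and also the lowest. The next lowest sample had 0.321 at all CpGs and 0.309 when CpG-matched, so the CpGs covered are a candidate explanation for much of its low level, though not for its rank. No biological explanation was tested.

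The X chromosome had a higher level than the autosomes in every sample. The difference was highest, 0.456, in NT four-cell arrest replicate 3, whose X chromosome had a low share of CpGs. Matched to CC at the same CpGs it was 0.321, below the 0.359 ± 0.0110 (SD, n = 3) of the other samples of its group. The test had been set to ask whether the matched value would come within 1 SD of those samples or stay above them. It did neither, so the covered CpGs cannot be told apart from other explanations by this test. The X difference between the fates was not past the threshold at either stage (two-sided exact permutation test, p = 0.648 with n = 8 against 8 and p = 0.670 with n = 4 against 7).

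At the promoter of Dnmt1, on chromosome 9 of mm9 from 20755317 to 20759317, the mean level was 0.582 ± 0.181 (SD, n = 3) in WT two-cell embryos and 0.348 ± 0.0344 (SD, n = 3) in WT four-cell embryos, and 0.00659 ± 0.00762 (SD, n = 3) in CC. In the SCNT samples with at least 5 CpGs there, it was 7.44e-04 in 4 NT two-cell arrest samples, 0.0229 in 3 NT two-cell to blast samples, 0.0476 in 2 NT four-cell arrest samples and 0 in 4 NT four-cell to blast samples. These values rest on between 5 and 36 CpGs per sample. The promoters of Tet1, Zscan4d and Tktl1 had no sample with at least 5 such CpGs. At the promoters of Kdm4b, Kdm4d and Kdm5b every group mean was 0.0759 or lower, and no NT four-cell arrest sample had 5 CpGs at Kdm5b.

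Over the promoters of 73 of the 75 genes listed in Supplementary Table S1, the level was 0.0628 in NT four-cell arrest and 0.0300 in NT four-cell to blast samples (two-sided exact permutation test, n = 4 against 7, p = 0.0303), and the CpG-matched difference was -0.0116 (two-sided exact permutation test, p = 0.442). Over all promoters the difference was 0.0299 (two-sided exact permutation test, n = 4 against 7, p = 0.00909), and 0.0204 when CpG-matched (two-sided exact permutation test, p = 0.0242). The paper proposes that the listed genes may account for two-cell arrest. At the two-cell stage, NT two-cell arrest minus NT two-cell to blast was 0.00154 over their promoters (two-sided exact permutation test, p = 0.770). The differences from WT were -0.0129 for arrested samples and -0.0144 for those that formed blastocysts (two-sided exact permutation test, p = 0.0606 and 0.0485). Across all promoters they were -5.76e-05 and -0.00342, neither past the threshold.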
